# RNA-seq transcriptome analysis of formalin fixed, paraffin-embedded canine meningioma

**DOI:** 10.1371/journal.pone.0187150

**Published:** 2017-10-26

**Authors:** Jennifer K. Grenier, Polly A. Foureman, Erica A. Sloma, Andrew D. Miller

## Abstract

Meningiomas are the most commonly reported primary intracranial tumor in dogs and humans and between the two species there are similarities in histology and biologic behavior. Due to these similarities, dogs have been proposed as models for meningioma pathobiology. However, little is known about specific pathways and individual genes that are involved in the development and progression of canine meningioma. In addition, studies are lacking that utilize RNAseq to characterize gene expression in clinical cases of canine meningioma. The primary objective of this study was to develop a technique for which high quality RNA can be extracted from formalin-fixed, paraffin embedded tissue and then used for transcriptome analysis to determine patterns of gene expression. RNA was extracted from thirteen canine meningiomas–eleven from formalin fixed and two flash-frozen. These represented six grade I and seven grade II meningiomas based on the World Health Organization classification system for human meningioma. RNA was also extracted from fresh frozen leptomeninges from three control dogs for comparison. RNAseq libraries made from formalin fixed tissue were of sufficient quality to successfully identify 125 significantly differentially expressed genes, the majority of which were related to oncogenic processes. Twelve genes (AQP1, BMPER, FBLN2, FRZB, MEDAG, MYC, PAMR1, PDGFRL, PDPN, PECAM1, PERP, ZC2HC1C) were validated using qPCR. Among the differentially expressed genes were oncogenes, tumor suppressors, transcription factors, VEGF-related genes, and members of the WNT pathway. Our work demonstrates that RNA of sufficient quality can be extracted from FFPE canine meningioma samples to provide biologically relevant transcriptome analyses using a next-generation sequencing technique, such as RNA-seq.

## Introduction

Meningiomas are the most commonly reported intracranial neoplasm in dogs [1,2], cats [3], and humans [4]. They arise from arachnoid cap cells that line arachnoid villi and are found in the middle layer of the meninges [5]. The incidence of primary brain cancer in the canine population is difficult to establish and estimates come from series of necropsied dogs. One recently reported series [2], found 435 cases of brain cancer among 7969 (5.5%) one-year-old or greater necropsied dogs in the years from 1986 to 2010. Of the 435 intracranial neoplasms in that series, 227 were primary intracranial tumors, and of these, roughly half were meningiomas (117/227) [2].

Dogs have been proposed as a large animal model for human neoplasia, not only for understanding the pathology of cancer, but also as a surrogate in drug development and treatment. Cancer arises spontaneously in pet dogs, often at a rate comparable to that in humans, but on a shorter time scale. Pet dogs share a common environment with their human companions and may be useful as sentinels for carcinogens in the environment. In addition, because of their breeding history, while there is genetic heterogeneity comparable to that in humans, particular breeds have less genetic heterogeneity and may prove to have a superior background for identifying cancer related genes [6–9].

In the dog, meningiomas arise most commonly in the brain and less commonly in the spinal cord and retrobulbar space originating from the optic nerve [1]. Meningiomas are highly variable histopathologically and tend to be slow-growing cancers in veterinary and human patients. Canine meningiomas recapitulate the majority of the histologic subtypes reported in humans, with the low-grade meningothelial and transitional subtypes being most common in dogs [10,11]. The malignant potential for canine meningiomas is not fully understood, nor is it clear that the human World Health Organization (WHO) grading scheme is applicable to the dog even though it is widely applied to canine cases of meningioma due to lack of an accepted equivalent canine grading scheme [12]. It is clear that histology alone is not a reliable predictor of the biological behavior of canine meningiomas.

While there are many studies of protein expression and transcriptome analysis of human meningiomas, identification of a set of reliable factors related to cancer behavior and prognosis has proved elusive, perhaps because of the heterogeneous nature of meningiomas and due to a lack of consistency in experimental design. Most studies compare differentially expressed (DE) genes in one tumor grade to another, some compare meningiomas to normal brain tissue, and only a handful of studies compare DE in meningiomas to meningeal, or specifically arachnoid, tissue [13]. Several DE changes are widely accepted for human meningiomas, with association to genetic alterations of the type 2 neurofibromatosis gene (NF2; chromosome 22q) being the best documented. Signaling pathways whose dysregulation are linked to progression, tumorigenesis and proliferation include RB/p53 pathway, the WNT/β-catenin pathway, Notch pathway, P13K/Akt/MAPK pathway, and the Hedgehog pathway. In addition, recurrent chromosome alterations have been identified, including 1p, 6q, 9p, 10, 14q, 17, 18p, and 22q [14–17].

Due to an overreliance on histologic appearance and immunohistochemical alterations in canine meningioma, there is limited gene expression data published for canine meningiomas. The lack of robust molecular data in canine meningioma is partly due to the difficulties in obtaining fresh tumor tissue from surgically resected cases of canine meningioma. This is predominately related to the lack of access to rapid freezing modalities (like liquid nitrogen) in most private veterinary practices. The majority of surgically excised canine meningiomas are submitted to diagnostic laboratories as formalin-fixed tissue and being able to utilize this tissue for more than basic histologic and immunohistochemical analysis would be ideal to expand the scope and sample availability to study the gene expression patterns characteristic of meningioma, in order to better understand this disease.

Given the lack of global gene expression data in canine meningioma and the similar biological behavior, histology, and immunophenotype as human meningiomas, the goal of the current study was two-fold. Initial work demonstrated a reliable method to generate gene expression data from formalin-fixed, paraffin-embedded (FFPE) cases of canine meningioma. Once a reproducible and reliable method was developed, in-depth gene expression analysis was performed on a small cohort of canine meningioma cases. While the sample numbers presented herein are not large enough to generate a highly statistically powered analysis of canine meningioma, the data do reveal genes of interest that are candidates for further investigation in future, larger studies. Until recently, transcriptome evaluation of differentially expressed genes have required tissue that was flash frozen or preserved in a special solution with an RNase inhibitor (e.g. RNA*later*®) in order to provide RNA of adequate quality for gene expression analysis. Because most current and archived veterinary samples are FFPE, it would greatly expand the availability of material for analysis if these could be used as a source of RNA. Recent studies have shown that reliable RNA can be obtained from FFPE samples as much as 40 years old [18] and analyzed using an Affymetrix microarray platform [19] or using transcriptome sequencing such as RNAseq [20]. We report here a proof of concept study with the extraction of sufficient quality RNA from FFPE archival samples and demonstrate their utility in transcriptome analysis using RNAseq to evaluate differential gene expression in canine meningioma.

## Materials and methods

### Samples and patient population

Samples were obtained from biopsy specimens submitted to the New York State Animal Health Diagnostic Center, Cornell University College of Veterinary Medicine, Section of Anatomic Pathology over a ten year period from 2004 to 2014 from referring veterinarians as part of the surgical biopsy service. All meningioma specimens were submitted in 10% neutral buffered formalin and were embedded in paraffin wax within 24 hours of arrival. For 2 cases, a portion of the biopsy was flash-frozen for RNA isolation (P7, P12). Diagnoses were made based on hematoxylin and eosin stained sections reviewed by a board-certified veterinary pathologist (ADM). The histologic features and grade were assigned based on the criteria set forth in the WHO Classification of Tumors of the Central Nervous System. Control samples of leptomeninges were flash-frozen after collection from three healthy research beagle dogs shortly after euthanasia for an unrelated project. The three research beagles were cared for in accordance with the National Research Council’s Guide for the Care and Use of Laboratory Animals (8^th^ edition, 2011) and the standards of the Cornell University Institutional Animal Care and Use Committee.

Thirteen dogs diagnosed with a meningioma were included (Table 1). The average age was 11.5 (range: 7 to 14 years old). There were nine females and four males which included Labrador retrievers (three) and one each of standard poodle, poodle (unspecified), Scottish terrier, husky, keeshond, dachshund, Shetland sheepdog, corgi, Chihuahua, and mixed breed dog.

**Table 1:** Clinicopathologic features of canine meningioma cases.

Case Number	Breed	Sex	Age (years)	Diagnosis
1	Scottish Terrier	FS^a^	9	Transitional; grade I
2	Dachshund	FS	14	Meningothelial; grade I
3	Chihuahua	FS	7	Transitional; grade I
4	Keeshond	MC^b^	10	Transitional; grade I
5	Siberian husky	FS	12	Transitional; grade I
6	Standard poodle	FS	9	Transitional; grade I
7*	Poodle	MC	14	Atypical; grade II
8	Shetland sheepdog	FS	13	Atypical; grade II
9	Corgi	MC	11	Atypical; grade II
10	Labrador retriever	MC	12	Atypical; grade II
11	Mixed breed	FS	13	Atypical; grade II
12*	Labrador retriever	FS	13	Atypical; grade II
13	Labrador retriever	FS	13	Atypical; grade II

Breed, sex, age, and histopathologic diagnosis for cases of canine meningioma.

^a^Female spayed

^b^Male castrated

*RNA isolated from fresh-frozen meningioma tissue

Meningioma location was described for 12 of the 13 tumors. 5/12 (42%) were olfactory, 4/12 (33%) were located in the anterior dorsal aspect of the cerebrum (frontal and/or parietal lobe), one was cerebellar (8%), and two (17%) were located in the spinal column (one in the lumbar region; the other was not specified). The normal, control meninges were collected over the frontal, temporal, and occipital cortices.

### RNA purification

For FFPE samples, two 15μm scrolls were cut from each paraffin block. The scrolls were stored at -80°C. RNA from FFPE samples was purified using the Agencourt FormaPure kit (Beckman Coulter). Samples were heated in buffer to release the tissue from paraffin and to reverse crosslinking. This was performed in lysis buffer (Beckman Coulter) at 70° for one hour. Total nucleic acids were freed from the tissue by protease K digestion (Beckman Coulter) at 55° for one hour. Samples were transferred to a 96-well plate that was compatible with the BioMek 4000 Automated Liquid Handling System (Beckman Coulter). The automated system binds nucleic acids to carboxyl-coated magnetic beads, immobilizes the bead-bound nucleic acids using a magnet provided with the system, treats the samples with DNase to remove genomic DNA, and then washes with alcohol solutions. This process begins with the addition of a binding buffer to the samples, then beads, suspended in isopropanol, are added. The samples are incubated at 55° to facilitate binding. After incubation the samples are transferred to a magnetic plate (Beckman Coulter). Then the samples are washed with 85% ethanol and allowed to dry (Beckman Coulter). Next, DNase is added and incubated at 37° for 15 minutes. The samples are re-bound to the beads in wash buffer (Beckman Coulter). Using the magnetic plate, the wash buffer is removed and samples are washed with 90% isopropanol then with 85% ethanol. Finally the samples are air dried and eluted in 70μL of RNase free water. The standard protocol was modified by increasing the ethanol concentration to 85% from 70% to improve the yield of small RNAs. RNA was eluted off the beads using nuclease-free water. For fresh-frozen samples, RNA was purified using Trizol (Invitrogen) according to the manufacture’s protocol.

The concentration and purity of the samples was assessed by spectrophotometry (Nanodrop; ThermoScientific) and RNA integrity was quantified on a Bioanalyzer (Agilent Technologies) or a Fragment Analyzer (Advanced Analytical). RNA integrity was variable across samples, but showed clear RNA degradation, as expected for FFPE samples, with potential genomic DNA (high molecular weight material) remaining in some cases. Samples with high molecular weight material were treated with RapidOUT DNAse (ThermoFisher Scientific) and the buffer exchanged over a Micro Bio-Spin 30 column (BioRad) and re-quantified by spectrophotometry prior to rRNA subtraction. Ribosomal RNA was subtracted by hybridization from 1–2.5ug total RNA per sample using the RiboZero Magnetic Gold H/M/R Kit (Illumina). Following cleanup by precipitation, rRNA-subtracted samples were quantified with Qubit 2.0 (RNA HS kit; Thermo Fisher).

### Illumina library preparation and sequencing

TruSeq-barcoded RNAseq libraries were generated with the NEBNext Ultra Directional RNA Library Prep Kit (New England Biolabs) using 50-100ng rRNA-subtracted RNA. The RNA fragmentation time was adjusted between 0–15 minutes per sample to account for the degree of fragmentation determined by the RNA integrity check. Each library was quantified with Qubit 2.0 (dsDNA HS kit; Thermo Fisher) and the size distribution was determined with a Fragment Analyzer (Advanced Analytical) prior to pooling. All libraries had a similar size distribution, typically with a size peak between 300-400bp. Libraries were sequenced on an Illumina HiSeq2500. At least 20M single-end 100bp reads were generated per library.

### Analysis

Raw reads were trimmed for low quality and adaptor sequences and filtered for minimum length with cutadapt software (parameters: -m 20 -q 20 -a AGATCGGAAGAGCACACGTCTGAACTCCAG—match-read-wildcards) [21]. Because residual rRNA-matching reads can affect RNAseq normalization and small RNAs are not well quantified with RNAseq, reads matching rRNA and small RNAs (e.g. snRNAs, snoRNAs, microRNAs) were removed with bowtie2 v2.2 (parameters: default end-to-end mapping options, using—un-gz to retain non-matching reads) [22]. The remaining reads were mapped to the reference genome/transcriptome (*Ensembl CanFam3)* using tophat v2.0 (parameters:—library-type = fr-firststrand—no-novel-juncs -G <Ensembl_CanFam3_genes.gtf>) [23]. Differential gene expression was analyzed with cufflinks v2.2 [24]. JMP 11 (SAS) was used for principal components analysis, using log2 transformed FPKM values for the 8,930 genes with detectable and variable gene expression across the dataset. For the 125 genes found to be differentially expressed between meningioma and control samples, JMP 11 was used for unsupervised 2-way hierarchical clustering and Panther (http://www.pantherdb.org/; statistical overrepresentation test with default settings) was used to determine enrichment of GO terms [25]. RSeQC v2.6 was used for gene body coverage analysis [26]. After ‘humanizing’ the canine dataset using Biomart (Ensembl) one-to-one orthology assignments for protein-coding genes, gene set enrichment analysis (GSEA) was used for gene set enrichment analysis of Hallmark gene sets from MSigDB (GSEA pre-ranked on log2-fold change values with “classic” enrichment statistic) [27, 28]. Gene expression data are available at the Gene Expression Omnibus (GEO) [at NCBI], accession number GSE95048.

### Real-time RT-PCR validation

The levels of expression of a subset of differentially expressed genes were validated using real-time reverse transcription polymerase chain reaction (qPCR). cDNA was synthesized from 500ng of the original total RNA sample or 50ng of rRNA-depleted RNA (when original total RNA was no longer available) using M-MuLV reverse transcriptase (Sigma), buffer, and a mix of oligo-dT(20) and random 9-mer oligo (IDT) primers (2uM and 1uM respectively) in a 20ul reaction volume. RNA was denatured at 65°C for 1 minute prior to addition of reverse transcription reaction reagents, and the reaction was incubated at 37°C for 1 hour followed by 10 minutes at 85°C to inactive the reverse transcriptase. All cDNA reactions were diluted 20-fold with water prior to use in qPCR (such that 5ul used in qPCR is equivalent to 0.25ul original cDNA reaction).

Primer pairs (Table 2) were designed with Primer-BLAST (NCBI) to extend across an exon boundary in all cases to minimize amplification of residual contaminating genomic DNA and allow identification of alternate amplicons with melt curve analysis. Endogenous control primers were chosen based on published results of reference genes [29,30] Each primer pair was validated using a standard curve of six four-fold serial dilutions of a representative sample of pooled cDNA. A ‘No-RT’ control containing RNA but lacking M-MuLV enzyme and one ‘no template’ control lacking any cDNA sample was included for each primer pair standard curve validation. Primer pairs that did not generate signal in <35 cycles or that exhibited non-quantitative performance (i.e. ≠2-cycle shifts for 4-fold dilution series), non-specific signal in negative controls, or variable amplicon identities as determined by melt curve analysis were excluded. All of the primer pairs in Table 2 passed validation by standard curve testing.

**Table 2:** Primer pairs used in the qPCR analysis.

Gene	Forward (5´ → 3´)	Reverse (5´ → 3´)	Amplicon Length (base pairs)
AQP1	CCTTCCGGACAACTCCCTCG	AGCCCTGACCGGAGTTCAC	62
BMPER	TGTGTTCTACGTCAGTGCCAG	TGTGTTCTACGTCAGTGCCAG	60
FBLN2	ATCATGGCGGATGGTGTGTC	CCCATGAGGCACTCGTCTTG	50
FRZB	AACGGAAACTGTAGAGGGACC	GACAGGCTTACATTTGCAGCG	51
MEDAG	TACCGCCTCAGCAGCTACATC	AATCGCAGTAGTTGGTCAGTTCC	55
MYC	CCTCCGGAGAGTGGAAACCC	GCTGACGTTGAGAGGCATCG	49
PAMR1	AGTCCTTCCCATGCAGGTTC	AGAGCTGGTGTAACGGTGTC	50
PDGFRL	AAGTACCAGCTGCTCTACGTG	AGATGGTTGTTGATGGAGGGC	55
PDPN	AGAGCACCACAACCTTGAATG	AACCGTTGTCTCGGTGTCTTC	74
PECAM1	TGACCTCACCTGAGCCTTAC	GTCAAGGGAGCCTTCCGTTC	45
PERP	CGTCTTCCTGAGAGTGATTGGAG	CCAGGGAGATGATCTGGAATAC	65
ZC2HC1C	AGAGCAGTACCTGAACTGGAAG	TTGCTCTTCTGAGGAGGTTCAG	63
B2M^a^	TCCTCATCCTCCTCGCT	TTCTCTGCTGGGTGTCG	85
GUSB^a^	AGACGCTTCCAAGTACCCC	AGGTGTGGTGTAGAGGAGCAC	103
RPL13A^a^	GCCGGAAGGTTGTAGTCGT	GGAGGAAGGCCAGGTAATTC	87

Genes, primer pairs, and amplicon size for qPCR analysis.

^a^Endogenous control genes

qPCR reactions were prepared in 10 uL reaction volumes in an optically clear 384-well PCR plate with seal (Roche) using the LightCycler 480 SYBR Green I Master Mix (Roche) with 0.25 uM primers and 5 uL pre-diluted sample cDNA. All reactions were performed in triplicate using a Roche LightCycler 480 instrument. Cycles were: initial incubation 5 minutes at 95^o^ C; followed by 45 cycles of 30 seconds at 95^o^ C; 30 seconds at 60^o^ C; 10 seconds at 72^o^ C; and final a melt curve with a ramp from 60^o^ C to 95^o^ C at 2^o^ C per second. Melt curve analysis was used to identify and exclude reactions with alternative amplicons. For relative quantification estimates for each target gene, the ΔΔ Ct value [ΔCt_SAMPLE_ - ΔCt_REF_] was calculated for each sample, where ΔCt_SAMPLE_ = average (target gene Ct)—average (all endogenous control Ct) and ΔCt_REF_ was defined as the average ΔCt_SAMPLE_ for the normal samples. The normalized relative amount of the target gene is 2^-ΔΔCt^ [31]. REST 2009 v2.0.13 was used to determine whether the qPCR data showed a significant difference in target gene expression between patient and control samples; only patient samples with >2-fold change in the RNAseq data were used, thus excluding patients with unaltered gene expression relative to controls [32].

## Results

### Gene expression profiling

RNA was initially extracted and subjected to RNAseq analysis for twenty-four meningioma samples and three control meninges. However, of these twenty-four cases, several samples were omitted because they failed quality control checks during RNAseq library prep and analysis (low genome mapping rate <80% [four cases], outliers in preliminary principal components analyses [five cases]; data not shown) or upon further investigation were not consistent with a meningioma (two cases). These last two cases that were omitted had histologic features comparable with malignant meningioma; however, were noted to have vastly different expression profiles than all other samples. Genes highly expressed in only these samples included many genes associated with melanocytic differentiation. Additional information on these cases acquired from the referring veterinarians, in addition to immunohistochemical confirmation of melanocytic differentiation, led to the revised diagnosis of metastatic melanoma, rather than meningioma. These quality control filters were important to eliminate poor quality or non-meningioma samples and to focus the final analysis to the highest quality RNAseq data with the best biological signal for meningioma profiling.

On average, over 30 million (M) reads were generated per sample (minimum 20M reads; S1 Table). 

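RNAseq libraries of 13 canine meningiomas and of the normal meninges of 3 control dogs were analysed. After alignment to CanFam3, the authors ran cuffdiff and deposited a value for each of 24580 Ensembl genes in each library. The table gives the estimated number of fragments on the gene, that number divided by a size factor of the library, and FPKM (fragments normalized for transcript length and library size). Between 2138741 and 7358925 fragments per library were counted on genes in the meningiomas (median 4095984), and 2269204, 4467660 and 7054614 in the 3 controls. These totals, not the raw reads of S1 Table, set the precision of the values. The meningioma libraries are numbered 0 to 12 and the controls 0 to 2 within their group, and the table does not pair these numbers with P1 to P13 or N1 to N3, so libraries were used as replicates of their group without further identity. Fragments were not whole in 0.347% of the values and were rounded. The groups were compared with edgeR's quasi-likelihood test on fragments with TMM normalization, over the 14345 genes with at least 10 fragments in at least 3 libraries, with Benjamini-Hochberg adjustment. Gene symbols were taken from the S2 and S3 Tables, which pair them with 124 Ensembl identifiers.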

Typically, 10–20% of reads matched ribosomal RNA and were removed prior to analysis with Tophat. In addition to rRNA-matching reads, any reads that match annotated microRNAs, snRNAs, snoRNAs, or other short (<250nt) noncoding RNAs were removed because these genes are not well quantified with RNAseq libraries made with random-primed double-stranded cDNA. After read trimming and filtering, genome mapping rates exceeded 80% (average 88%) with ~5M reads matching the annotated transcriptome on average (S1 Table). Analysis of gene body coverage indicated consistent coverage with minimal 3’ bias for all samples (S1 Fig).

Principal components analysis of the thirteen primary meningioma samples and three control meninges (Fig 1) showed close grouping of the normal cohort samples, with the meningiomas distributed more widely, indicating dissimilar gene expression profiles. 

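For the principal components, log2(FPKM + 1) of the 14686 genes with a mean FPKM of at least 1 was centred on each gene's mean over the 16 libraries. Component 1 held 16.2% of the variance, component 2 held 13.8% and component 3 held 11.6%. The 3 control libraries had scores between 61.8 and 73.9 on component 1, and the 13 meningioma libraries had scores between -53.5 and 14.8. On component 3, meningioma libraries 2 and 12 had scores of -70.3 and -67.5, and all other libraries lay between -14.9 and 34.9. The samples of these 2 libraries were not identified here, so an influence of preservation on component 3 was not tested and stays open. Over all these genes, the mean Euclidean distance between control libraries was 95.8, against 130.8 between meningioma libraries and 138.7 between a meningioma and a control library. Of the 560 possible choices of 3 libraries, 2 lay as close together as the controls, which are 1 of them, (exact one-sided permutation test, p = 0.00357). The controls were all frozen tissue of research beagles, whereas the meningiomas came from many breeds and most were formalin-fixed. This p therefore does not tell variety among tumors from the shared origin of the controls. Without genes being centred, with the libraries as the variables, component 1 held 84.3% of the variance and the libraries' loadings on it lay between 0.223 and 0.275. From the close grouping of the controls and the wider distribution of the meningiomas, the paper reasons that the expression profiles were dissimilar.

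**Figure D1:**
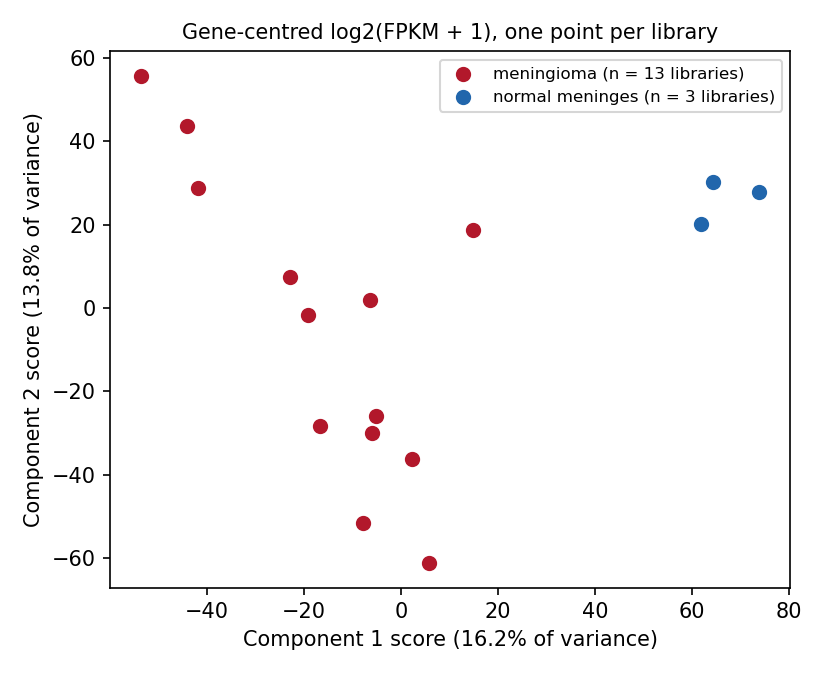
Scores of each library on components 1 and 2 of gene-centred log2(FPKM + 1), with the share of variance on each axis. The 3 libraries of normal meninges (blue) lie between 61.8 and 73.9 on component 1, to the right of all 13 meningioma libraries (red).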

The fresh-frozen samples (P7, P12, and all 3 normal samples) did not cluster together, indicating that the sample collection and preparation did not influence the expression profiling data.

**Fig 1:**
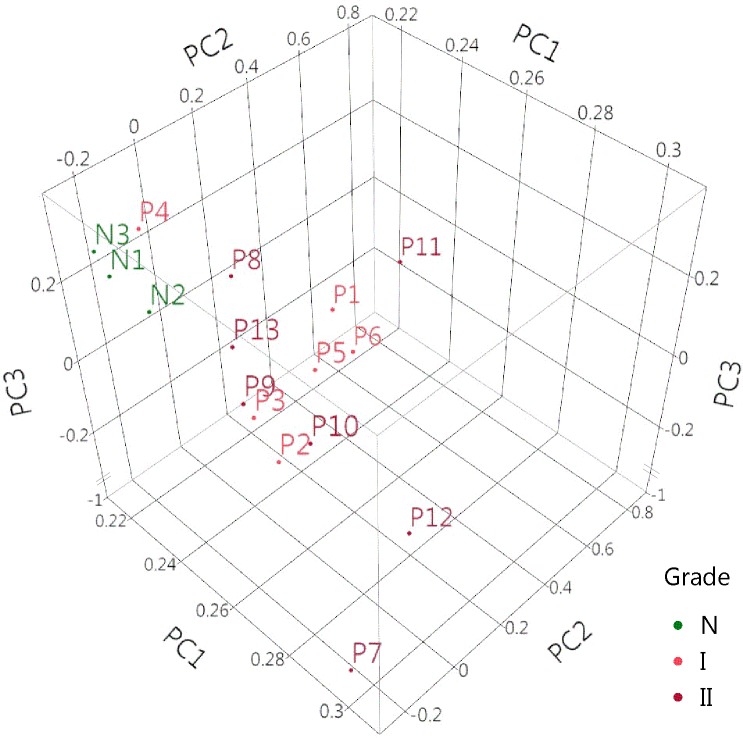
Principal components analysis. Gene expression profiles were performed on normal canine meninges and canine meningioma samples and subject to principal components analysis. Eigenvalues: PC1 = 53.4 (75%), PC2 = 3.0 (4.3%), PC3 = 2.4 (3.4%).

Differential gene expression analysis with cuffdiff2 identified 125 of 24,580 annotated genes as significantly (q<0.05) differentially expressed in meningiomas compared to normal meninges (Fig 2). 

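With edgeR's quasi-likelihood test in place of cuffdiff2, 697 of the 14345 tested genes had an adjusted p under 0.05, of which 188 were higher and 509 were lower in the meningiomas. In 498 of the 697 genes, all 13 meningioma libraries lay beyond all 3 control libraries in normalized counts. Among all tested genes this was so in 5.73%, where chance gives 0.357%. The number was 116 in the test against a fold of 2, which is a stricter hypothesis. It was 245 without control library 0, 350 without control library 1 and 169 without control library 2. With DESeq2 in place of edgeR it was 1364, and 680 of the 697 genes were among these.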

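All 41 distinct identifiers of the S2 Table were higher in the meningiomas and all 83 of the S3 Table were lower. The adjusted p over all genes tested was under 0.05 for 15 of the 41 and for 76 of the 83. Adjusted over the list alone, it was under 0.05 for 38 of the 41 and for 83 of the 83, which is not independent evidence, since the lists were chosen on these samples. The log2 fold changes of the overexpressed genes ran from 1.53 to 5.99, with a median of 2.60, and those of the underexpressed genes from -5.23 to -1.51, with a median of -2.58. The SD between meningioma libraries, in log2 units, had a median of 1.31 over the overexpressed genes and 0.93 over the underexpressed genes. With DESeq2, 38 of the overexpressed and 78 of the underexpressed identifiers had an adjusted p under 0.05. ERMP1 and DMXL2 share the identifier ENSCAFG00000002131 in the S2 Table and were counted once.

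**Figure D2:**
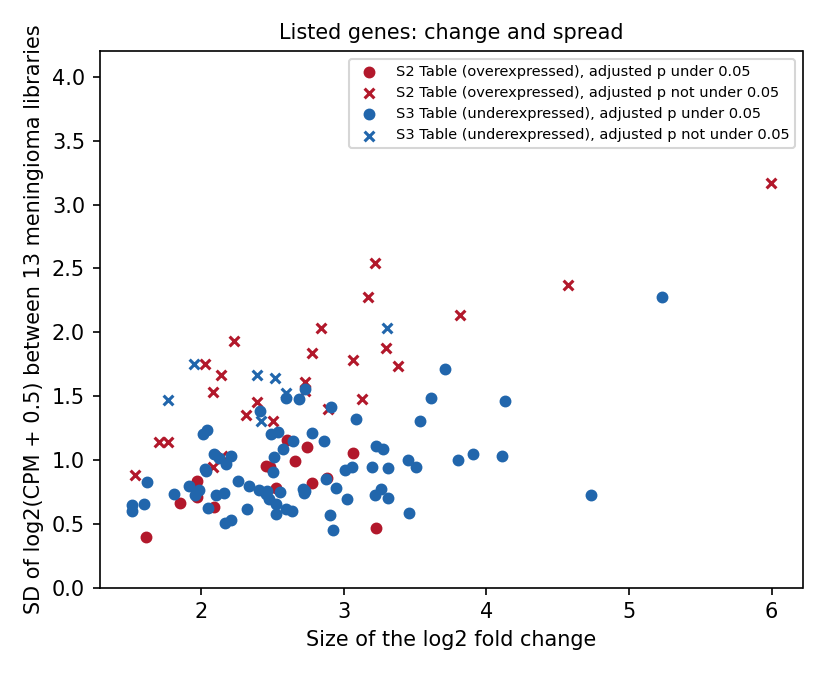
Size of the log2 fold change of each listed gene (horizontal) against the SD of log2(CPM + 0.5) between the 13 meningioma libraries (vertical). Circles have an adjusted p under 0.05 and crosses do not. The median SD is 1.31 for the overexpressed genes (red) and 0.93 for the underexpressed genes (blue).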

S2 Table lists the 42 genes significantly overexpressed in the meningiomas compared to the controls and S3 Table presents the 83 genes significantly underexpressed in the meningiomas compared to the controls.

**Fig 2:**
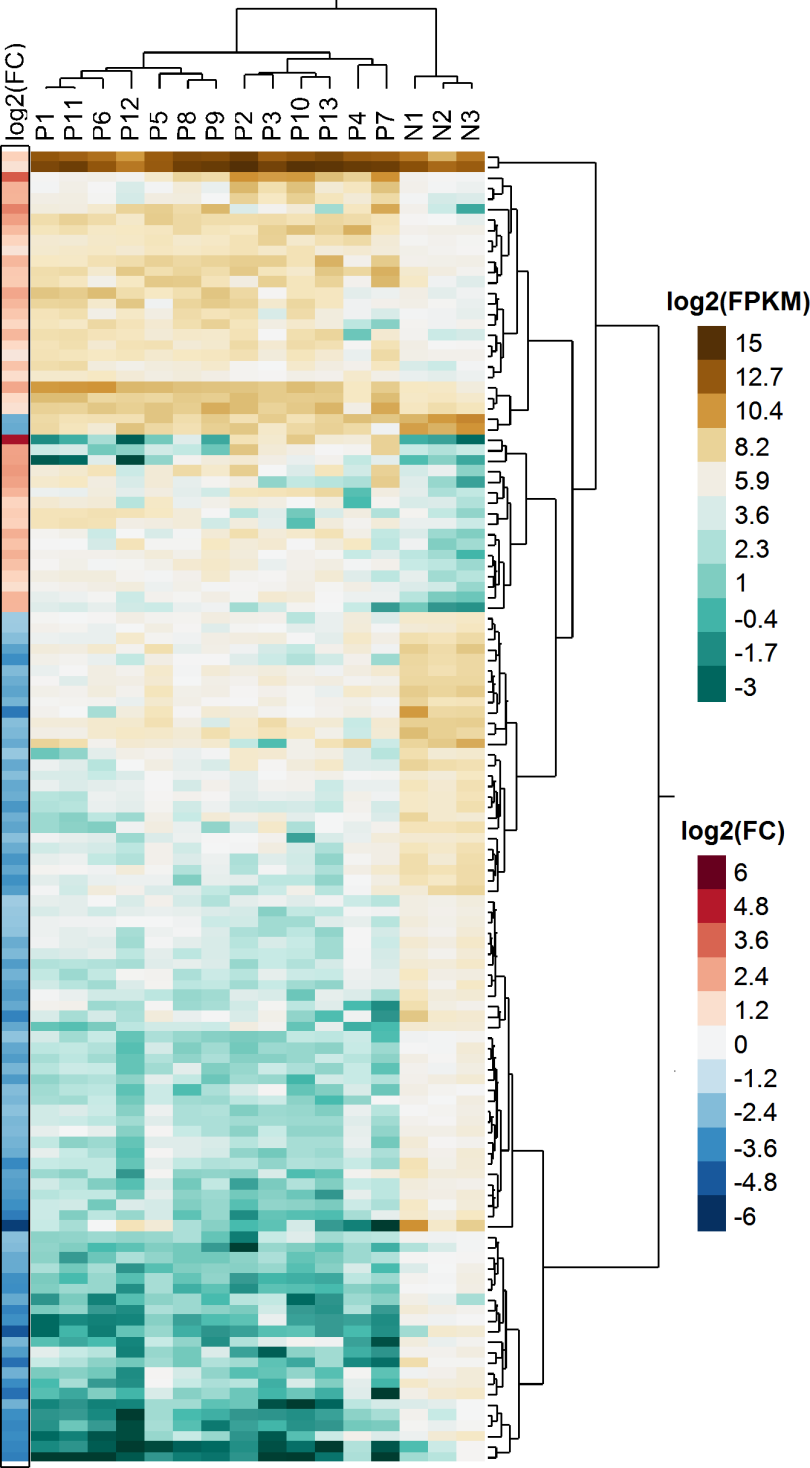
Hierarchical clustering of differentially expressed genes. Consistent gene expression profiles are shown across patient and control groups for log2-transformed FPKM values (aqua/brown heatmap) for the 125 genes found differentially-expressed between meningioma and normal samples. On the left, the relative expression is shown as the log2-transformed fold-change between patients and controls (red/blue heatmap).

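When the libraries were clustered by Ward's method on log2(FPKM + 1) of these genes and the tree was divided into 2 branches, the 3 controls formed 1 branch with 0 meningioma libraries. The genes had been chosen for a difference between these groups. With all genes of mean FPKM of at least 1, the branch of the controls also held 0 meningioma libraries. In every meningioma library, 100% of the underexpressed genes were below the control mean. The share of the overexpressed genes above the control mean ran from 75.6% to 100% over the 13 libraries, with a median of 95.1%.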

Canine chromosome locations were noted for all genes. No genes that would be located on chromosome 22 in the human were differentially expressed. No significantly differentially expressed genes were detected when benign (Grade I) meningiomas were compared to atypical (Grade 2) meningiomas. This is likely due to the small sample sizes and the heterogeneity of the tumors themselves, as is evidenced by the lack of clustering in the principal components analysis.

To investigate global trends in the differential expression signature, the dataset was analyzed for gene set enrichment analysis using the Hallmark gene sets from MSigDB [27, 28]. Gene sets with significant enrichment (S2 Fig, S3 Fig) included several signaling pathways (TNF/NF-kB regulated genes, mTORC1 upregulated genes, Kras up- and down-regulated genes, early and late Estrogen response genes, PI3K/AKT/mTOR upregulated genes, IL2/STAT5 upregulated genes) as well as pathways related to cell cycle (G2M checkpoint, E2F target genes, MYC target genes, apoptosis).

### qPCR

Expression of twelve genes was quantified with qPCR on the same RNA samples to validate the results of the RNAseq transcriptome analysis. 

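FRZB (ENSCAFG00000024988) had an FPKM of 11.4 ± 7.37 (SD, n = 13) in the meningiomas and 111.8 ± 15.0 (SD, n = 3) in the controls, a log2 fold change of -3.31 (standard error 0.44, adjusted p = 2.53e-04). PDGFRL (ENSCAFG00000006953) had 23.0 ± 10.2 FPKM (SD, n = 13) against 129.2 ± 1.43 FPKM (SD, n = 3), and a log2 fold change of -2.48 (adjusted p = 2.26e-04). For PECAM1 (ENSCAFG00000011740) the FPKM was 26.2 ± 16.3 against 172.7 ± 27.2, with a log2 fold change of -2.71 (adjusted p = 4.37e-04). AQP1 (ENSCAFG00000003102) changed by -2.77 on the log2 scale (adjusted p = 8.57e-03) and FBLN2 (ENSCAFG00000004406) by -2.49 (adjusted p = 0.0191). All 13 meningioma libraries were below all 3 controls for each of these 5 genes in normalized counts. The adjusted p of FRZB, PDGFRL and PECAM1 stayed under 0.05 in all 16 fits that each left out 1 library. That of AQP1 did so in 15 and that of FBLN2 in 13. AQP1 was not under 0.05 without control library 2, and FBLN2 was not in any fit that left out a control. Over 12 other alternatives, AQP1 and FBLN2 were each under 0.05 in 11. In the test against a fold of 2, a stricter hypothesis, their adjusted p was 0.0905 and 0.205.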

Five genes that were down-regulated in the meningiomas compared to the control tissue included AQP1 (aquaporin 1), FRZB (Frizzled b), PECAM1 (platelet and endothelial cell adhesion molecule 1), PDGFRL (platelet-derived growth factor receptor-like), and FBLN2 (fibulin 2). 

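Among the higher genes, PERP (ENSCAFG00000030892) had an FPKM of 67.7 ± 35.2 (SD, n = 13) in the meningiomas and 16.0 ± 1.55 (SD, n = 3) in the controls, a log2 fold change of 2.09 (standard error 0.44, adjusted p = 0.0103). MYC (ENSCAFG00000001086) rose by 1.97 on the log2 scale (adjusted p = 0.0289), MEDAG (ENSCAFG00000006579) by 2.74 (adjusted p = 0.0333) and PDPN (ENSCAFG00000016363) by 2.45 (adjusted p = 0.0398). With each library left out in turn, the adjusted p stayed under 0.05 in 14 of 16 fits for PERP, in 13 for MYC and for MEDAG, and in 11 for PDPN. For MYC, MEDAG and PDPN it was not under 0.05 in any fit that left out a control. Among those fits, PERP was under 0.05 only without control library 1. Over 12 other alternatives the adjusted p was under 0.05 in 11 for each of these genes. Its highest value was 0.143 for PERP, 0.319 for MYC, 0.221 for MEDAG and 0.275 for PDPN. These came from the test against a fold of 2, a stricter hypothesis. The other 3 genes did not pass 0.05. ZC2HC1C (ENSCAFG00000017024) had a log2 fold change of 3.38 (standard error 1.13, adjusted p = 0.0960), PAMR1 (ENSCAFG00000006865) of 3.07 (standard error 1.07, adjusted p = 0.113) and BMPER (ENSCAFG00000003167) of 2.08 (standard error 0.80, adjusted p = 0.151). Their SD between meningioma libraries was large, with 60.4 ± 57.6 FPKM for ZC2HC1C, 122.2 ± 109.1 FPKM for PAMR1 and 24.8 ± 16.1 FPKM for BMPER (SD, n = 13). With DESeq2, each of these 3 had an adjusted p under 0.05. Their lowest and highest adjusted p over the alternatives were 2.11e-03 and 0.453, 4.18e-03 and 0.532, and 0.0278 and 0.859.

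**Figure D3:**
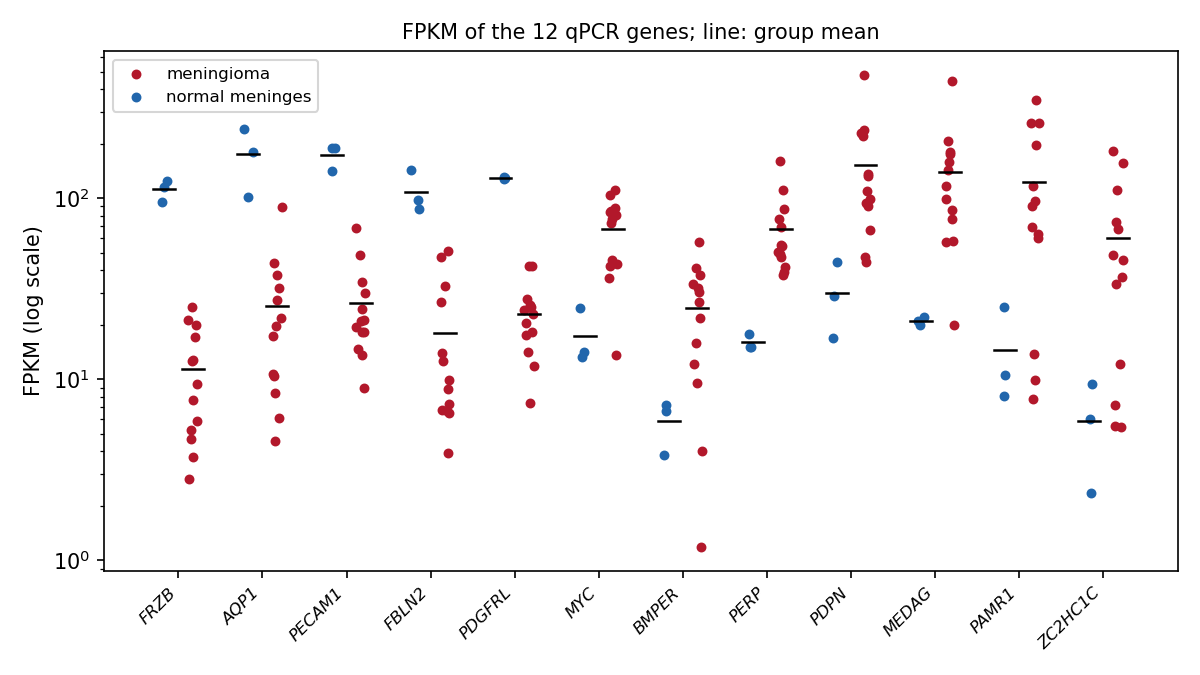
FPKM on a log axis of the 12 genes measured by qPCR, with 1 point per library for 13 meningiomas (red) and 3 normal meninges (blue). Lines mark the group means, such as 11.4 and 111.8 for FRZB. In FPKM, at least 1 meningioma library of PAMR1, BMPER, ZC2HC1C, MYC, MEDAG and PDPN is not above all controls.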

Seven up-regulated genes included MYC (v-myc avian myelocytomatosis viral oncogene homolog), PAMR1 (peptidase domain containing associated with muscle regeneration 1), PDPN (podoplanin), BMPER (BMP binding endothelial regulator), MEDAG (mesenteric estrogen dependent adipogenesis), PERP (TP53 apoptosis effector) and ZC2HC1C (zinc finger C2HC-type containing 1C). Three endogenous control (housekeeping) genes, B2M (beta-2 microglobulin), GUSB (beta-glucuronidase), and RPL13A (ribosomal protein 13A) that were consistently expressed in all samples (S4 Table) were combined to serve as the internal control for each sample. The average of the three normal samples was used for relative expression (reference dCt). Two samples, P1 and P5, were not included in the qPCR analysis because insufficient cDNA was available.

The qPCR results were widely congruent with the RNAseq global profiling (Fig 3, S4 Table), demonstrating the validity of the RNAseq measurements. As expected, there was variation in expression among the meningioma samples for these genes. AQP1, FRZB, PDGFRL, and PECAM1 were consistently underexpressed in meningioma samples; MEDAG, MYC, PAMR1, PDPN and PERP were consistently overexpressed in nearly every meningioma sample by both measurements. 

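In the RNAseq libraries, FPKM was 2-fold or more below the control mean in 13 of 13 meningioma libraries for FRZB, PDGFRL, PECAM1 and FBLN2 and in 12 of 13 for AQP1. It was 2-fold or more above it in 13 libraries for PERP, in 12 for MYC and MEDAG, in 11 for PDPN, and in 10 for PAMR1, BMPER and ZC2HC1C. The comparison of single samples between qPCR and RNAseq was not made here from the deposited libraries. Each of the 168 FPKM values of the S4 Table, which are the paper's, was found in the deposited libraries of its group.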

For these genes, statistical analysis showed that the qPCR results were also significantly different between patients and controls (S4 Table).

**Fig 3:**
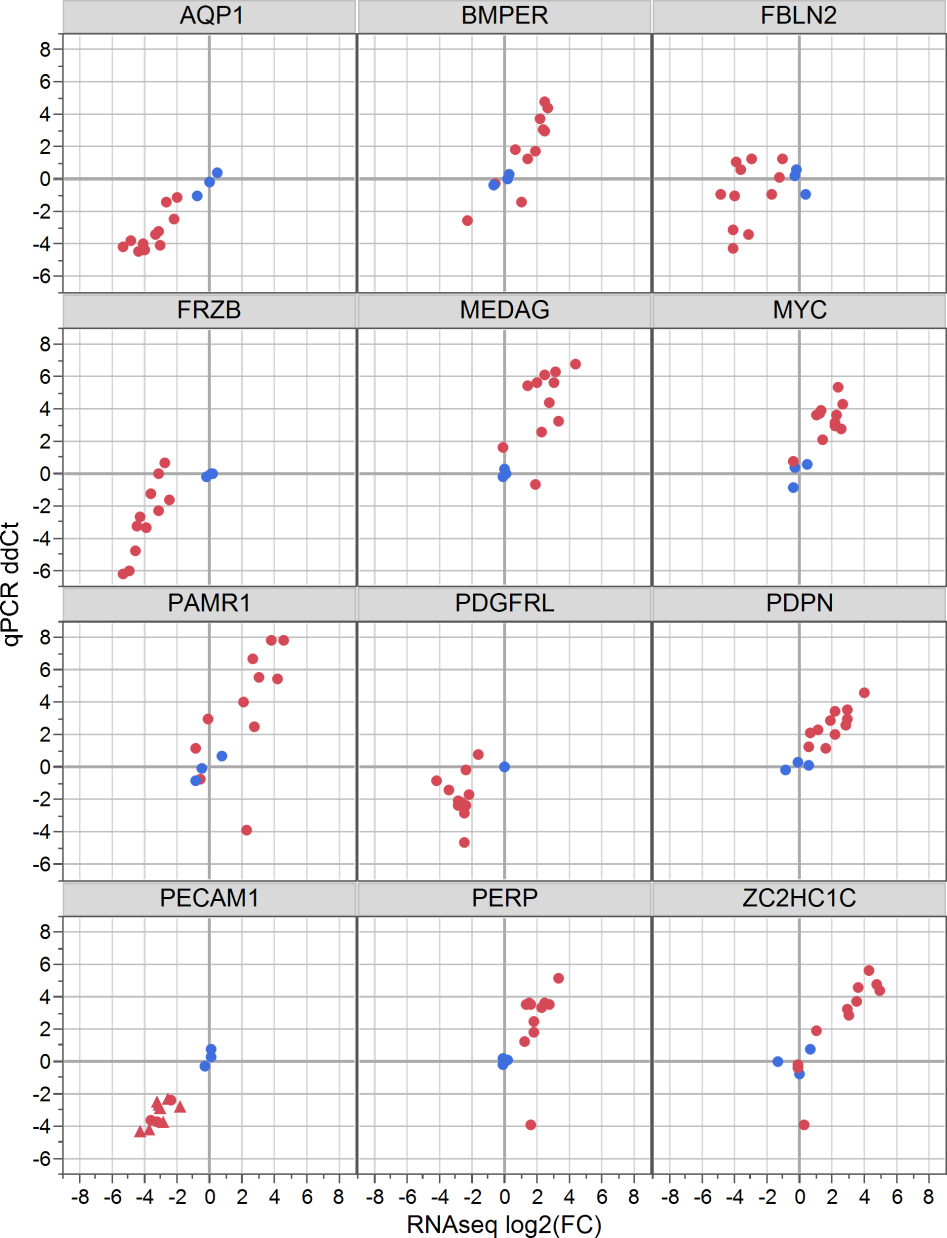
Quantitative PCR for 12 genes found differentially expressed between patients and controls. Validation with qPCR shows that patient samples (red) and normal controls (blue) have similar measurements with both gene expression quantification platforms. X-axis: ddCt values from qPCR: y-axis: log2 (fold-change) values from RNAseq.

## Discussion

In this study we describe the methodology behind successful retrieval and RNAseq transcriptome analysis of RNA from formalin-fixed paraffin embedded canine meningioma samples. This technique has wide application in veterinary and human medicine and we have demonstrated the concept that these tissues can be retrieved for successful differential expression analysis. RNAseq is a valuable modality to identify novel mutations as well as gene expression patterns that may relate to pathogenesis and has proven similarly useful in the study of human meningioma [33]. Reflective of the usefulness and reproducibility of the methods described herein, there were two samples originally included that were removed from the final analysis as they appeared as PCA outliers and their transcriptome revealed genes related to melanocyte function (data not shown). Upon further investigation with the referring veterinarian both of these animals had a previous diagnosis of malignant melanoma and these were diagnosed as melanoma metastasis following transcriptome analysis rather than the original diagnosis of malignant meningioma (also further confirmed with immunohistochemistry). This highlights the usefulness of transcriptome analysis in augmenting and supplementing the basic histologic analysis, as well as the importance of quality checks to remove any low quality or outlier samples that may decrease the statistical power of biological analysis.

The number of clinical meningioma samples studied herein are small and we are therefore unable to make broad characterizations regarding meningioma pathogenesis in the dog; however, the data reveals a number of interesting over and underexpressed genes and global trends indicating shifts in signaling pathways that warrant further investigation. Differential gene expression studies have not commonly been done in canine meningioma; however, previous studies in the dog reported several specific genes that were differentially expressed included those coding for ribosomal proteins, CREG, and TSLC1 among others[34–36].] We have identified a set of 125 differentially expressed (DE) genes in the tumor samples compared to control meninges, which do not include ribosomal protein genes, CREG, or TSLC1. The 42 genes found to be overexpressed in tumors compared to normal meningiomas include a large number of genes previously associated with carcinogenesis and neoplastic transformation. Among the 83 underexpressed genes, there are a number of known tumor suppressor genes, a number of genes associated with angiogenesis (and the PI3K/Akt pathway), as well as genes associated with cell adhesion and the WNT pathway. No NF2 associated alterations were noted which are consistent with those by Thomas et al [8]. In their meningioma panel they did not detect recurrent deletions of the regions of synteny with the human NF2 gene. The NF2 deletion may be associated with alterations in cells leading to the fibroblastic subtype of meningioma [5]. This is consistent with the underrepresentation of this subtype in canine meningioma compared to human meningioma [37,38]. Pavelin et al. [39] also found lower levels of the NF2-associated merlin gene loss in meningothelial meningiomas compared to fibroblastic meningiomas.

Among the 42 overexpressed genes in our study, the majority (23 of 42) are associated with dysregulation of gene expression in one or more human cancers. These include, but are not limited to, FOSB [40], FOS [41], BMPR1B [42], WNT5A [43,44], PDPN [45], BMPER [46], IRF6 [47], and MYC [48,49]. Additionally, FOS, MYC, and PDPN have been shown to be overexpressed specifically in meningeal tumors [41,48,50]. 

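Among these genes, WNT5A (ENSCAFG00000029321), PDPN and MYC had an adjusted p under 0.05. WNT5A had 43.2 ± 31.1 FPKM (SD, n = 13) in the meningiomas and 7.72 ± 3.33 FPKM (SD, n = 3) in the controls, a log2 fold change of 2.48 (standard error 0.65, adjusted p = 0.0367). The largest fold changes were also the least certain. FOSB (ENSCAFG00000004443) had a log2 fold change of 5.99 with a standard error of 2.26 (adjusted p = 0.144), from 46.0 ± 70.1 FPKM (SD, n = 13) against 0.719 ± 0.350 FPKM (SD, n = 3), and was above all controls in 9 of 13 libraries. FOS (ENSCAFG00000017040) had a log2 fold change of 4.57 with a standard error of 1.58 (adjusted p = 0.111) and was above all controls in 11 libraries. BMPR1B (ENSCAFG00000010107) had a log2 fold change of 3.22 with a standard error of 1.40 (adjusted p = 0.207) and was above all controls in 10 libraries and below all of them in 3. With DESeq2, FOSB, FOS and BMPR1B had an adjusted p under 0.05.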

Although there is no evidence linking the expression of the transferrin gene (TF) to overexpression in canine meningiomas, there are reports of the overexpression of the transferrin receptor in human meningiomas [51]. 

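TF (ENSCAFG00000020110) had 135.5 ± 125.1 FPKM (SD, n = 13) in the meningiomas and 21.5 ± 2.06 FPKM (SD, n = 3) in the controls. The log2 fold change was 2.66 (standard error 0.73, adjusted p = 0.0446), and all 13 meningioma libraries were 2-fold or more above the control mean. The adjusted p stayed under 0.05 in 9 of the 16 fits that each left out 1 library.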

One function of the gene PERP (TP53 apoptosis effector) is the induction of p53 [52], which is overexpressed with MYC in some meningiomas and other cancers.

Six of the 42 genes that are overexpressed are transcription factors. These include EGR1, which is known to bind to the ZFP36 promotor and regulate a number of factors associated with tumor progression in mammary gland tumors, including FOS [53]. 

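EGR1 (ENSCAFG00000001254) had 97.1 ± 131.4 FPKM (SD, n = 13) in the meningiomas and 13.7 ± 5.61 FPKM (SD, n = 3) in the controls, a log2 fold change of 2.84 (standard error 1.35, adjusted p = 0.248). It was above all controls in 8 of the 13 libraries and below all of them in 2. With DESeq2 its adjusted p was under 0.05, the lowest over the alternatives being 0.0464 and the highest 1.00.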

An interesting note is that in benign human epithelioid hemangiomas, ZPF36 and FOSB form a fusion product [54]. In the canine genome, these lie in a contingent region of canine chromosome 1 and in our study, a number of meningiomas had increases in both SYNPO2 mRNA complementary to ZPF36 and FOSB. 

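ZFP36 (ENSCAFG00000005530) had 56.0 ± 53.0 FPKM (SD, n = 13) in the meningiomas and 8.03 ± 2.96 FPKM (SD, n = 3) in the controls, a log2 fold change of 3.13 (standard error 1.00, adjusted p = 0.0820), and was above all controls in 12 of the 13 libraries. With DESeq2 its adjusted p was under 0.05, and over the alternatives it ran from 1.54e-03 to 0.419. SYNPO2 (ENSCAFG00000012424) was lower in the meningiomas, with 1.23 ± 0.985 FPKM (SD, n = 13) against 11.9 ± 6.88 FPKM (SD, n = 3), a log2 fold change of -3.27 (standard error 0.54, adjusted p = 1.78e-03). All 13 meningioma libraries were below all controls for SYNPO2. In the RefSeq annotation of another dog assembly, UU_Cfam_GSD_1.0, ZFP36 and FOSB lie on chromosome 1 with 147 protein-coding genes between them, and SYNPO2 lies on chromosome 32. That assembly is not the build of the deposited table and was used only for the order of genes.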

A second zinc finger that is likely also a transcription factor, ZC2HC1C, was noted to be physically close to the FOS gene on canine chromosome 8 and human chromosome 14q24.3. Both transcripts were overexpressed in canine meningiomas compared to the control meninges.

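In UU_Cfam_GSD_1.0, FOS and ZC2HC1C lie on chromosome 8 with 2 protein-coding genes between them. FOS had 338.7 ± 399.4 FPKM (SD, n = 13) in the meningiomas and 14.4 ± 3.49 FPKM (SD, n = 3) in the controls, and was 2-fold or more above the control mean in 9 of the 13 meningioma libraries. ZC2HC1C was above all controls in 10 libraries, with a control mean of 5.91 ± 3.51 FPKM (SD, n = 3).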

Among the 83 genes underexpressed in canine meningioma compared to control meninges in our study, a number have been identified as tumor suppressors. These include THBS1 [55], COL8A1 [56], FRZB [57], MCAM (CD146) [58], MYCT1 (MTLC) [59], NOTCH3 [60], and PDGFRL [61]. 

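All 7 of these genes had an adjusted p under 0.05 and were below all 3 controls in all 13 meningioma libraries, with log2 fold changes from -3.90 to -2.48 and a median of -3.06. NOTCH3 (ENSCAFG00000016107) had 10.6 ± 4.72 FPKM (SD, n = 13) in the meningiomas and 64.4 ± 22.2 FPKM (SD, n = 3) in the controls, a log2 fold change of -2.59 (standard error 0.32, adjusted p = 1.41e-04). MCAM (ENSCAFG00000012079) had a log2 fold change of -3.06 (standard error 0.47, adjusted p = 9.60e-04) and MYCT1 (ENSCAFG00000000535) of -2.73 (standard error 0.39, adjusted p = 4.99e-04). The median of the 7 genes was below those of 10000 random lists of as many tested genes with like numbers of fragments, which describes genes that had been picked from these libraries.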

One of the few prognostic indicators for human meningiomas is the loss of 1p (monosomy 1p) which correlates with a loss of expression of ALPL. 

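ALPL is listed as ALP in the S3 Table (ENSCAFG00000014853). It had 1.07 ± 0.606 FPKM (SD, n = 13) in the meningiomas and 28.6 ± 22.4 FPKM (SD, n = 3) in the controls. The log2 fold change was -4.73 (standard error 0.48, adjusted p = 2.66e-05), which is 26.6-fold on the linear scale. All 13 meningioma libraries were below all controls, and with each library left out in turn the log2 fold change lay between -5.27 and -4.26. The controls ran from 3.02 to 44.3 FPKM and the highest meningioma library had 2.68 FPKM, so the lowest control lay close to the meningiomas.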

In our study, ALPL was 4.7 fold underexpressed in meningiomas compared to control meninges. ALPL has been previously recognized as a candidate tumor suppressor gene in meningiomas. [62–64]. There were several underexpressed genes that map to the same region in the canine genome (2:77557722–77614115). These include TINAGL1, COL16A1, PIK3R1, and ECE1, suggesting that this might represent a chromosome deletion.

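The 4 genes were lower in all 13 meningioma libraries than in any control. TINAGL1 (ENSCAFG00000011002) had a log2 fold change of -2.72 (standard error 0.41, adjusted p = 6.62e-04), COL16A1 (ENSCAFG00000010930) of -2.40 (standard error 0.41, adjusted p = 2.00e-03), PIK3R1 (ENSCAFG00000007626) of -2.32 (standard error 0.34, adjusted p = 5.63e-04) and ECE1 (ENSCAFG00000014920) of -2.05 (standard error 0.32, adjusted p = 1.03e-03). In UU_Cfam_GSD_1.0 all 4 lie on chromosome 2 with ALPL. ECE1 is next to ALPL, with 0 protein-coding genes between them. TINAGL1 and COL16A1 have 2 protein-coding genes between them, and 146 lie between TINAGL1 and ALPL. Between PIK3R1 and ALPL there are 320, out of 769 on the chromosome. The genes between them were not analysed here, since the table's identifiers were not paired with symbols outside the S2 and S3 Tables.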

In addition, several genes underexpressed in the reported cohort are known to be involved in angiogenesis and some are induced by hypoxia and HIF-1-α. GO term enrichment analysis (biological process) reveals overrepresentation of genes involved in angiogenesis [52]. Angiogenesis in tumors is a complex process, with an interplay of many factors and interweaving pathways. For instance, THBS1 is underexpressed in our samples and is known to be an inhibitor of angiogenesis, so its under-expression would be expected to lead to increased angiogenesis and presumably VEGF [65]. 

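THBS1 (ENSCAFG00000008704) had 23.8 ± 16.3 FPKM (SD, n = 13) in the meningiomas and 360.7 ± 407.9 FPKM (SD, n = 3) in the controls, a log2 fold change of -3.90 (standard error 0.55, adjusted p = 4.06e-04). The control libraries ran from 119.9 to 831.7 FPKM. Without control library 0 the log2 fold change was -2.39, and without either of the other controls it was -4.32 or -4.31. The highest meningioma library had 66.8 FPKM.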

THBS1 itself is regulated by BMPER, which we found to be overexpressed.

Other underexpressed genes have roles in cell adhesion. For instance, COL8A1 was identified by microarray analysis to be down-regulated in meningiomas, [56,66]. In addition, in our underexpressed gene cohort, GO enrichment analysis (biological process) identifies a number of genes involved in various aspects of regulation of cell adhesion, cell-cell adhesion, and cell- substrate or -matrix adhesion. Among these are COL16A1, PIK3R1, THBS1, and COL8A1 [25].

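COL8A1 (ENSCAFG00000031675) had 9.00 ± 9.03 FPKM (SD, n = 13) in the meningiomas and 110.7 ± 113.7 FPKM (SD, n = 3) in the controls, a log2 fold change of -3.61 (standard error 0.70, adjusted p = 5.52e-03). Without control library 0 it was -2.33 and the adjusted p was no longer under 0.05, and without control library 1 or 2 it was -3.96 or -4.01. The controls ran from 40.8 to 241.8 FPKM and the meningiomas from 0.697 to 32.4 FPKM.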

Interestingly, another of our underexpressed genes, AMOT, has been found to interact with the Merlin protein (NF2 gene) in the Hippo pathway [67–69]. 

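AMOT (ENSCAFG00000018218) had 3.21 ± 1.72 FPKM (SD, n = 13) in the meningiomas and 13.1 ± 3.79 FPKM (SD, n = 3) in the controls. The log2 fold change was -2.03 (standard error 0.42, adjusted p = 8.47e-03), and all 13 meningioma libraries were below all controls.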

No evidence of the loss of the canine equivalent of human chromosome 22 has been shown in canine meningiomas. However, this represents the first evidence of dysregulation of a regulator of its gene product.

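SFRP1 (ENSCAFG00000005737) had 3.83 ± 3.51 FPKM (SD, n = 13) in the meningiomas and 39.3 ± 12.0 FPKM (SD, n = 3) in the controls, a log2 fold change of -3.08 (standard error 0.62, adjusted p = 7.15e-03). FLT1 (ENSCAFG00000006701) had a log2 fold change of -3.02 (standard error 0.36, adjusted p = 9.43e-05), DAAM2 (ENSCAFG00000001565) of -2.94 (standard error 0.37, adjusted p = 1.69e-04) and CPZ (ENSCAFG00000014583) of -2.86 (standard error 0.58, adjusted p = 7.86e-03). CPZ was below all controls in 12 of the 13 meningioma libraries, and SFRP1, FLT1 and DAAM2 were in 13.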

Six underexpressed genes (SFRP1, FRZB, MCAM, FLT1, CPZ, and DAAM2) have a role in the WNT pathway. SFRP1 has been previously identified as underexpressed in human meningiomas [70]. FRZB is a negative regulator of β-catenin, so a decreased FRZB may be associated with an increase in active beta-catenin. MYC is a target of (the canonical) WNT/β-catenin pathway, so that may underlie the overexpression of MYC found in our study.

Due to small sample size presented herein, there is insufficient information to determine the precise function and interplay of the DE genes and fully appreciate their role in tumorigenesis. There are, however, intriguing interconnections between some genes identified in this study. As an example, WNT5a causes depalmitoylation of MCAM (CD146) which subsequently causes polarization of MCAM and increase in cell mobility. WNT5a also interacts with FLT1 in a pathway referred to as the WNT5a/FLT1 pathway. These interactions suggest that the DE genes identified in our study are not a random set, but reflect the biology of the tumors studied. 

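Over all tested genes, 73.0% of the 697 genes with an adjusted p under 0.05 were lower in the meningiomas, which is 2.71 lower genes for each higher gene. In the paper's S3 and S2 Tables it is 1.98. The share of higher genes depended on the test. It was 27.0% with edgeR, 48.5% with DESeq2 and between 19.4% and 29.9% with limma on log2 FPKM. With edgeR it was 1.7% against a fold of 2, and 15.1%, 12.3% and 7.1% without control library 0, 1 and 2. The median log2 fold change of all tested genes was 0.06, and 0.01 with upper-quartile normalization.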

In the current study there are nearly double the underexpressed genes than overexpressed genes. While the data do not reveal a specific cause for this disparity, tumor differentiation, microenvironmental changes within the tumor, and suppressive effects of overexpressed genes could play a role in the expression differences. Importantly, the gene set enrichment analysis allows for grouping of genes by their interrelatedness and provides further confidence that larger cohorts of canine patients will allow greater elucidation of the molecular fingerprint of canine meningioma and the underlying cellular mechanisms that drive cancer behavior and malignancy.

## Conclusions

We have described a technique that recovers RNA of sufficient quantity for RNAseq transcriptome analysis from formalin-fixed paraffin-embedded canine meningioma samples. Our samples were from standard biopsy cases that are representative of canine meningiomas and gene expression was compared to that in normal canine meninges. We identified a group of 42 significantly overexpressed and 83 significantly underexpressed genes, and identified global trends implicating several signaling pathways. We demonstrated that quantification of the differently expressed genes was reproducible using qPCR technique. Although this was a pilot study in which proving the methodology was the primary objective, we nonetheless have developed a dataset of thirteen animals in which a majority of the genes identified by our analysis are recognized as cancer-associated in humans, thereby reinforcing the view that meningiomas in dogs may have gene expression profiles similar to human meningiomas and be a significant animal model to understand disease pathogenesis, progression, and response to treatment. This study provides good evidence that RNAseq analysis of FFPE tissue is a viable alternative to RNAseq study of fresh-frozen tissue and opens avenues to further study of not just canine meningioma, but other types of canine neoplasia.

## Supporting information

S1 Table Number of reads generated per meningioma sample and mapped to genome and annotated transcriptome. (DOCX) Click here for additional data file.

S2 Table Overexpressed genes in canine meningioma. (DOCX) Click here for additional data file.

S3 Table Underexpressed genes in canine meningioma. (DOCX) Click here for additional data file.

S4 Table Congruency between qPCR analysis and RNAseq profiling. (DOCX) Click here for additional data file.

S1 Fig Analysis of gene body coverage. Minimal 3’ bias is detected in all samples.
(TIF) Click here for additional data file.

S2 Fig Hallmark gene sets enriched in genes upregulated in meningioma samples. Twenty-five Hallmark (MSigDB) gene sets have GSEA FDR (q-value) < 0.05 for genes upregulated in meningioma samples (positive enrichment scores), including several gene sets for signaling pathways. NES = normalized enrichment score; FDR = false discovery rate.
(TIF) Click here for additional data file.

S3 Fig Hallmark gene sets enriched in genes downregulated in meningioma samples. Six Hallmark (MSigDB) gene sets have GSEA FDR (q-value) < 0.05 for genes downregulated in meningioma samples (negative enrichment scores), including genes downregulated by KRAS signalling. NES = normalized enrichment score; FDR = false discovery rate.
(TIF) Click here for additional data file.

# Supplementary material for: RNA-seq transcriptome analysis of formalin fixed, paraffin-embedded canine meningioma
**Source:** PLoS One. 2017 Oct 26;12(10):e0187150. doi: 10.1371/journal.pone.0187150
**Supplement:** S1 Table

Table S1

|  | **Raw Reads** | **Trimmed/Filtered** | | **Matches rRNA*** | | **Tophat Input** | **Mapped to Genome** | | **Mapped to Annotated Transcriptome** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Sample** | **#** | **#** | **%** | **#** | **%** | **#** | **#** | **%** | **#** | **%** |
| N1 | 41,765,712 | 40,160,695 | 96 | 13,453,994 | 34 | 26,706,701 | 23,973,880 | 90 | 7,400,300 | 31 |
| N2 | 26,515,316 | 20,180,474 | 76 | 2,725,932 | 14 | 17,454,542 | 15,718,455 | 90 | 2,462,133 | 16 |
| N3 | 46,747,229 | 33,426,723 | 72 | 13,810,114 | 41 | 19,616,609 | 17,031,794 | 87 | 4,773,180 | 28 |
| P1 | 27,890,275 | 27,734,794 | 99 | 4,449,878 | 16 | 23,284,916 | 21,096,439 | 91 | 3,595,967 | 17 |
| P2 | 45,653,275 | 43,633,620 | 96 | 5,803,571 | 13 | 37,830,049 | 34,009,761 | 90 | 7,772,722 | 23 |
| P3 | 31,654,248 | 30,625,399 | 97 | 2,932,196 | 10 | 27,693,203 | 24,019,803 | 87 | 4,324,410 | 18 |
| P4 | 32,062,579 | 28,096,043 | 88 | 1,881,723 | 7 | 26,214,320 | 22,672,473 | 86 | 3,741,672 | 17 |
| P5 | 33,589,443 | 28,691,479 | 85 | 6,632,981 | 23 | 22,058,498 | 17,899,864 | 81 | 3,823,683 | 21 |
| P6 | 39,530,633 | 37,430,054 | 95 | 3,617,351 | 10 | 33,812,703 | 30,084,222 | 89 | 5,918,991 | 20 |
| P7 | 25,812,018 | 20,635,552 | 80 | 5,973,275 | 29 | 14,662,277 | 13,184,362 | 90 | 4,376,760 | 33 |
| P8 | 30,175,571 | 29,242,974 | 97 | 1,806,768 | 6 | 27,436,206 | 23,682,901 | 86 | 3,893,760 | 16 |
| P9 | 35,879,371 | 29,686,338 | 83 | 5,608,990 | 19 | 24,077,348 | 20,956,154 | 87 | 6,781,252 | 32 |
| P10 | 32,471,547 | 29,666,312 | 91 | 4,332,841 | 15 | 25,333,471 | 23,697,861 | 94 | 5,097,635 | 22 |
| P11 | 30,255,136 | 27,032,252 | 89 | 7,669,601 | 28 | 19,362,651 | 17,802,093 | 92 | 2,232,395 | 13 |
| P12 | 23,806,802 | 22,695,298 | 95 | 4,815,364 | 21 | 17,879,934 | 16,618,696 | 93 | 7,560,411 | 45 |
| P13 | 26,639,769 | 25,029,969 | 94 | 2,535,118 | 10 | 22,494,851 | 20,118,832 | 89 | 4,555,510 | 23 |
| *avg* | *33,153,045* | *29,622,999* | *90* | *5,503,106* | *18* | *24,119,892* | *21,410,474* | *89* | *4,894,424* | *23* |

*Reads mapped to rRNA and short scRNAs (primarily rRNA)

# Supplementary material for: RNA-seq transcriptome analysis of formalin fixed, paraffin-embedded canine meningioma
**Source:** PLoS One. 2017 Oct 26;12(10):e0187150. doi: 10.1371/journal.pone.0187150
**Supplement:** S2 Table

Table S2

|  | **Gene symbol** | **Gene description** | **Log2 fold change** | **Ensembl GeneID** |
| --- | --- | --- | --- | --- |
| 1 | FOSB | FosB proto-oncogene, AP-1 transcription factor subunit | 6.0 | ENSCAFG00000004443 |
| 2 | FOS | FBJ murine osteosarcoma viral oncogene homolog | 4.6 | ENSCAFG00000017040 |
| 3 | CTSE | Cathepsin E | 3.8 | ENSCAFG00000010206 |
| 4 | ZC2HC1C | Zinc finger – CysCysHisCys | 3.4 | ENSCAFG00000017024 |
| 5 | KLF5 | Kruppel-like factor 5 | 3.2 | ENSCAFG00000005037 |
| 6 | BMPR1B | Bone morphogenetic protein receptor type 1B | 3.2 | ENSCAFG00000010107 |
| 7 | MYBL1 | MYB proto-oncogene-like 1 | 3.2 | ENSCAFG00000007344 |
| 8 | NR4A1 | Nuclear receptor subfamily 4 group A member 1 | 3.2 | ENSCAFG00000007338 |
| 9 | PAMR1 | Peptidase domain containing associated with muscle regeneration 1 | 3.1 | ENSCAFG00000006865 |
| 10 | GJB2 | Gap junction protein, beta 2 | 3.1 | ENSCAFG00000029537 |
| 11 | GEM | GTP binding protein overexpressed in skeletal muscle | 2.9 | ENSCAFG00000031938 |
| 12 | UPK3B | Uroplakin 3B | 2.9 | ENSCAFG00000013651 |
| 13 | EGR1 | Early growth response 1 | 2.8 | ENSCAFG00000001254 |
| 14 | ZFP36 | Zinc finger protein 36 | 2.8 | ENSCAFG00000005530 |
| 15 | CHGA | Chromogranin A | 2.8 | ENSCAFG00000024864 |
| 16 | NOL4 | Nucleolar protein 4 | 2.8 | ENSCAFG00000017974 |
| 17 | DACT2 | Dishevelled binding antagonist of beta catenin 2 | 2.8 | ENSCAFG00000000866 |
| 18 | AMPD3 | Adenosine monophosphate deaminase 3 | 2.7 | ENSCAFG00000007562 |
| 19 | MEDAG | Mesenteric estrogen-dependent adipogenesis | 2.7 | ENSCAFG00000006579 |
| 20 | KLKB1 | Kallikrein B | 2.7 | ENSCAFG00000007364 |
| 21 | TF | Transferrin | 2.7 | ENSCAFG00000020110 |
| 22 | AMDHD1 | Amidohydrolase domain containing 1 | 2.5 | ENSCAFG00000006406 |
| 23 | GPR133 | G protein-coupled receptor 133 | 2.5 | ENSCAFG00000006655 |
| 24 | WNT5A | Wingless-type MMTV integration site family, member 5A | 2.5 | ENSCAFG00000029321 |
| 25 | RIMS1 | Regulating synaptic membrane exocytosis 1 | 2.4 | ENSCAFG00000002640 |
| 26 | PDPN | Podoplanin | 2.3 | ENSCAFG00000016363 |
| 27 | COMP | Cartilage oligomeric matrix protein | 2.3 | ENSCAFG00000014616 |
| 28 | LPAR3 | Lysophosphatidic acid receptor 3 | 2.2 | ENSCAFG00000020300 |
| 29 | NEAT1_2 | Nuclear paraspeckle assembly transcript 1 | 2.1 | ENSCAFG00000031288 |
| 30 | STXBP6 | Syntaxin binding protein 6 (amisyn) | 2.1 | ENSCAFG00000029607 |
| 31 | MYRF | Myelin Regulatory Factor | 2.1 | ENSCAFG00000016062 |
| 32 | PERP | TP53 apoptosis effector | 2.1 | ENSCAFG00000030892 |
| 33 | BMPER | BMP binding endothelial regulator | 2.1 | ENSCAFG00000003167 |
| 34 | IRF6 | Interferon regulatory factor 6 | 2.0 | ENSCAFG00000011971 |
| 35 | VWA5A | von Willebrand factor A domain containing 5A | 2.0 | ENSCAFG00000011356 |
| 36 | MYC | v-myc myelocytomatosis viral oncogene homolog | 2.0 | ENSCAFG00000001086 |
| 37 | ERMP1 | Endoplasmic reticulum metallopeptidase 1 | 1.9 | ENSCAFG00000002131 |
| 38 | DMXL2 | DMX-like 2 | 1.8 | ENSCAFG00000002131 |
| 39 | WFCD2 | WAP four-disulfide core domain 2 | 1.8 | ENSCAFG00000009696 |
| 40 | NEAT1_1 | Nuclear paraspeckle assembly transcript 1 | 1.7 | ENSCAFG00000029798 |
| 41 | FAM210B | Family With Sequence Similarity 210, Member B | 1.6 | ENSCAFG00000030763 |
| 42 | CTPS1 | CTP Synthase 1 | 1.5 | ENSCAFG00000002732 |

# Supplementary material for: RNA-seq transcriptome analysis of formalin fixed, paraffin-embedded canine meningioma
**Source:** PLoS One. 2017 Oct 26;12(10):e0187150. doi: 10.1371/journal.pone.0187150
**Supplement:** S3 Table

Table S3

# Supplementary material for: RNA-seq transcriptome analysis of formalin fixed, paraffin-embedded canine meningioma
**Source:** PLoS One. 2017 Oct 26;12(10):e0187150. doi: 10.1371/journal.pone.0187150
**Supplement:** S4 Table

Table S4

|  | AQP1 | | BMPER | | FBLN2 | | FRZB | | MEDAG | | MYC | | PAMR1 | | PDGFRL | | PDPN | | PECAM1 | | PERP | | ZC2HC1C | | B2M | GUSB | RPL13A |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Sample | qPCR | RNAseq | qPCR | RNAseq | qPCR | RNAseq | qPCR | RNAseq | qPCR | RNAseq | qPCR | RNAseq | qPCR | RNAseq | qPCR | RNAseq | qPCR | RNAseq | qPCR | RNAseq | qPCR | RNAseq | qPCR | RNAseq | avgCt | avgCt | avgCt |
| N1 | -0.16 (27.0) | 0.05 (180) | 0.01 (31.3) | 0.18 (7) | -0.90 (30.8) | 0.39 (142) | 0.02 (26.5) | 0.15 (124) | -0.21 (29.1) | -0.08 (20) | 0.53 (29.2) | 0.51 (25) | 0.69 (28.1) | 0.78 (25) | 0.06 (25.6) | 0.00 (129) | 0.15 (28.6) | 0.57 (45) | 0.31 (25.8) | 0.12 (188) | -0.19 (28.7) | -0.08 (15) | -0.74 (35.4) | 0.03 (6) | 23.7 | 28.6 | 23.5 |
| N2 | -0.98 (29.0) | -0.78 (101) | 0.31 (32.1) | 0.29 (7) | 0.61 (30.4) | -0.16 (97) | -0.15 (27.8) | -0.23 (95) | 0.25 (29.8) | 0.01 (21) | -0.85 (31.7) | -0.40 (13) | -0.83 (30.8) | -0.84 (8) | 0.01 (26.8) | 0.02 (131) | 0.32 (29.6) | -0.07 (29) | -0.29 (27.6) | -0.29 (141) | 0.05 (29.6) | 0.15 (18) | 0.79 (35.1) | 0.67 (9) | 25.8 | 28.9 | 24.5 |
| N3 | 0.41 (26.6) | 0.47 (242) | -0.32 (31.7) | -0.62 (4) | 0.28 (29.7) | -0.33 (87) | -0.01 (26.6) | 0.05 (116) | -0.05 (29.1) | 0.07 (22) | 0.37 (29.5) | -0.30 (14) | -0.05 (28.9) | -0.46 (11) | 0.08 (25.7) | -0.02 (128) | -0.10 (29.0) | -0.83 (17) | 0.73 (25.5) | 0.13 (189) | 0.14 (28.5) | -0.08 (15) | -0.05 (34.8) | -1.33 (2) | 24.5 | 27.8 | 23.8 |
| P2 | -4.37 (35.8) | -4.02 (11) | 2.99 (32.9) | 2.50 (33) | 0.17 (34.3) | -1.20 (47) | -3.38 (34.5) | -3.87 (8) | 5.62 (27.9) | 3.06 (175) | 4.27 (30.1) | 2.67 (111) | 5.58 (27.8) | 3.01 (117) | -2.09 (32.3) | -2.83 (18) | 2.66 (30.7) | 2.87 (221) | -4.27 (35.0) | -3.66 (14) | 3.38 (29.8) | 2.26 (77) | 4.39 (34.9) | 4.95 (183) | 30.9 | 30.8 | 27.9 |
| P3 | -3.80 (34.9) | -4.85 (6) | 3.79 (31.7) | 2.19 (27) | 1.29 (32.8) | -2.96 (14) | -3.22 (33.9) | -4.42 (5) | 6.32 (26.8) | 3.10 (180) | 3.92 (30.0) | 1.31 (43) | 3.00 (30.0) | -0.08 (14) | 0.81 (29.0) | -1.62 (42) | 2.38 (30.6) | 1.14 (66) | -2.74 (33.1) | -3.15 (19) | 5.13 (27.6) | 3.33 (161) | 1.87 (37.0) | 1.03 (12) | 31.7 | 30.3 | 26.3 |
| P4 | -2.43 (30.7) | -2.21 (38) | -2.55 (35.2) | -2.32 (1) | -0.97 (32.2) | -4.00 (7) | -1.65 (29.5) | -2.49 (20) | 1.65 (28.6) | -0.08 (20) | 0.79 (30.3) | -0.35 (14) | 1.20 (28.9) | -0.90 (8) | -2.35 (29.4) | -2.89 (17) | 2.00 (28.1) | 2.13 (132) | -2.83 (30.3) | -1.83 (49) | 3.50 (26.4) | 2.79 (111) | -0.41 (36.5) | -0.10 (6) | 26.3 | 27.6 | 26.1 |
| P6 | -1.14 (31.5) | -1.99 (44) | 4.47 (30.4) | 2.68 (38) | -0.87 (34.3) | -4.79 (4) | -1.21 (31.3) | -3.56 (9) | 5.64 (26.8) | 2.03 (86) | 3.73 (29.5) | 1.28 (42) | 7.85 (24.5) | 4.58 (348) | -0.12 (29.3) | -2.33 (26) | 1.32 (31.0) | 0.55 (44) | -2.28 (32.0) | -2.54 (30) | 3.58 (28.5) | 1.65 (50) | 4.57 (33.7) | 3.64 (73) | 30.7 | 29.6 | 26.1 |
| P7 | -3.95 (29.2) | -4.06 (10) | 1.25 (28.5) | 1.42 (16) | -4.21 (32.5) | -4.03 (7) | -6.23 (31.2) | -5.30 (3) | 3.24 (24.1) | 3.30 (207) | 3.15 (25.0) | 2.22 (81) | -0.74 (27.9) | -0.54 (10) | -2.10 (26.2) | -2.66 (20) | 4.65 (22.5) | 3.99 (478) | -2.37 (26.9) | -2.33 (34) | 1.19 (25.8) | 1.24 (38) | 4.75 (28.4) | 4.72 (156) | 24.2 | 25.3 | 21.6 |
| P8 | -4.41 (36.3) | -4.37 (8) | 1.88 (34.4) | 0.69 (10) | 0.63 (34.2) | -3.63 (9) | 0.00 (31.5) | -3.15 (13) | 6.09 (27.8) | 2.47 (117) | 3.68 (31.0) | 1.06 (36) | 6.70 (27.0) | 2.64 (91) | -1.38 (32.0) | -3.44 (12) | 3.43 (30.3) | 2.18 (136) | -2.86 (34.0) | -3.04 (21) | 3.64 (29.9) | 1.56 (47) | 5.69 (34.0) | 4.23 (111) | 31.3 | 31.1 | 28.3 |
| P9 | -4.02 (32.6) | -3.00 (22) | 1.79 (31.2) | 1.88 (22) | -3.09 (34.6) | -4.06 (7) | -2.32 (30.5) | -3.13 (13) | 4.41 (26.2) | 2.77 (143) | 2.10 (29.3) | 1.39 (46) | 5.45 (25.0) | 4.15 (258) | -2.81 (30.1) | -2.49 (23) | 1.21 (29.2) | 1.64 (94) | -3.76 (31.6) | -2.82 (24) | 2.51 (27.7) | 1.77 (55) | 2.85 (33.5) | 3.04 (48) | 27.1 | 28.2 | 25.6 |
| P10 | -4.12 (32.1) | -5.26 (5) | -1.40 (33.8) | 1.05 (12) | -0.91 (31.9) | -1.73 (33) | -6.06 (33.7) | -4.91 (4) | -0.65 (30.7) | 1.87 (77) | 2.73 (28.1) | 2.58 (104) | -3.87 (33.7) | 2.25 (69) | -4.60 (31.3) | -2.43 (24) | 2.18 (27.7) | 0.66 (47) | -3.67 (30.9) | -3.55 (15) | -3.95 (33.6) | 1.61 (49) | -3.93 (39.7) | 0.28 (7) | 26.1 | 27.6 | 25.4 |
| P11 | -1.42 (33.4) | -2.67 (27) | 4.77 (31.7) | 2.44 (32) | 1.11 (33.9) | -3.89 (7) | 0.67 (31.0) | -2.72 (17) | 5.49 (28.6) | 1.44 (57) | 5.33 (29.5) | 2.34 (88) | 7.81 (26.1) | 3.76 (196) | -0.84 (31.6) | -4.12 (7) | 2.95 (31.0) | 1.87 (110) | -2.51 (33.8) | -3.25 (18) | 3.56 (30.1) | 1.29 (39) | 3.22 (36.6) | 2.95 (46) | 31.6 | 31.1 | 28.6 |
| P12 | -3.33 (27.4) | -3.34 (17) | -0.28 (28.8) | -0.56 (4) | -3.34 (30.4) | -3.12 (13) | -4.79 (28.5) | -4.59 (5) | 2.59 (23.6) | 2.23 (99) | 3.01 (23.9) | 2.13 (76) | 2.55 (23.4) | 2.72 (96) | -2.37 (25.2) | -2.37 (25) | 2.98 (23.0) | 2.93 (229) | -3.72 (27.1) | -3.24 (18) | 1.81 (24.0) | 1.78 (55) | -0.22 (32.1) | -0.12 (5) | 22.9 | 24.4 | 20.2 |
| P13 | -3.23 (31.8) | -3.16 (20) | 3.05 (29.9) | 2.36 (30) | 1.25 (30.3) | -1.09 (51) | -2.70 (30.9) | -4.26 (6) | 6.79 (23.8) | 4.40 (444) | 3.67 (27.7) | 2.28 (85) | 4.07 (26.4) | 2.13 (64) | -1.65 (29.0) | -2.22 (28) | 3.54 (26.9) | 2.98 (237) | -4.28 (32.1) | -4.27 (9) | 3.63 (26.6) | 2.44 (87) | 3.76 (32.6) | 3.51 (67) | 27.7 | 27.7 | 25.4 |
| **Concordance** |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |  |
| ≥2-fold Up | 0 | (0%) | 7 | (64%) | 0 | (0%) | 0 | (0%) | 9 | (82%) | 10 | (91%) | 7 | (64%) | 0 | (0%) | 9 | (82%) | 0 | (0%) | 10 | (91%) | 8 | (73%) |  |  |  |
| ≥2-fold Down | 11 | (100%) | 1 | (9%) | 3 (+3 weak) | (55%) | 9 | (82%) | 0 | (0%) | 0 | (0%) | 0 | (0%) | 8 | (73%) | 0 | (0%) | 11 | (100%) | 0 | (0%) | 0 | (0%) |  |  |  |
| No change | 0 | (0%) | 1 | (9%) | 0 | (0%) | 0 | (0%) | 0 | (0%) | 1 | (9%) | 1 | (9%) | 0 | (0%) | 0 | (0%) | 0 | (0%) | 0 | (0%) | 2 | (18%) |  |  |  |
| Discordant | 0 | (0%) | 2 | (18%) | 5 | (45%) | 2 | (18%) | 2 | (18%) | 0 | (0%) | 3 | (27%) | 3 | (27%) | 3 | (27%) | 0 | (0%) | 1 | (9%) | 1 | (9%) |  |  |  |
| Patients R^2^ | 0.620 | | 0.751 | | 0.149 | | 0.782 | | 0.283 | | 0.388 | | 0.388 | | 0.007 | | 0.627 | | 0.490 | | 0.202 | | 0.782 | |  |  |  |
| REST P(H1) | 0.002 DOWN | | 0.221 |  | 0.546 |  | 0.069 |  | 0.01 UP |  | 0.00 UP |  | 0.02 UP * |  | 0.056 |  | 0.001 UP |  | 0.001 DOWN | | 0.14 |  | 0.001 UP * |  |  |  |  |

qPCR: ddCt (avgCt)

RNAseq: log2FC (FPKM)

* REST analysis of qPCR data (patient vs normal) excluded three samples with < 2-fold change in RNAseq data.

How the deposited data were processed for this re-analysis (not part of the article)

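RNAseq was performed on 13 canine meningiomas, of which the paper states that 11 were formalin-fixed and paraffin-embedded and 2 were frozen, and on frozen meninges of 3 control dogs. The authors trimmed the reads, removed those matching ribosomal and small RNAs, mapped the rest to the Ensembl CanFam3 genome and transcriptome with tophat v2.0 and ran cufflinks v2.2. The deposited table holds, for each of 24580 genes in each of the 16 libraries, the estimated count of fragments that the authors obtained with cuffdiff. It also holds a signal which the authors made by dividing these fragments by 1 size factor per library, and FPKM, which the authors computed from the scaled fragments and transcript length. The estimated counts were not whole in 1364 of 393280 values, in 161 genes, and 4022 genes had 0 fragments in every library.

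Libraries are numbered within the groups of meningiomas and controls only. By their values, the FPKM of 12 genes in the S4 Table would pair libraries with 11 of the meningiomas, but this pairing was not done. Comparisons that need the identity of a library were therefore not made. These are grade I against grade II, frozen against formalin-fixed meningiomas, and the place of single samples among the principal components. Nor was qPCR compared with RNAseq per sample from the deposited values. Symbols were taken from the S2 and S3 Tables, with 124 distinct identifiers, and other genes were used by identifier. RefSeq genes of UU_Cfam_GSD_1.0, where 113 of the 125 listed symbols were found, were used for the order of genes only. The Hallmark and GO enrichments and the human chromosome 22 statement were not analysed here, nor were genes without a symbol in those tables, such as the qPCR reference genes and the ribosomal protein genes.

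Fragments were rounded and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM normalization, for genes with at least 10 fragments in at least 3 libraries (14345 genes). Adjusted p-values are Benjamini-Hochberg adjusted over these genes. Standard errors are the log2 fold change divided by the root of the F statistic. The alternatives were DESeq2 1.42.0, other size factors including the authors', no filter or a stricter filter on low counts, limma 3.58.1 on log2(FPKM + 1) or log2(FPKM + 0.1), a robust fit, a test against a fold of 2, removal of a trend on relative gene length (from the ratio of fragments to FPKM), and each library left out in turn. On simulated counts for 14345 genes, of which 200 changed by 2.5 on the log2 scale, edgeR recovered 83.5% of the changed genes and called 8 unchanged genes, DESeq2 recovered 87.5% and called 49, and limma recovered 86.0% and called 11. To test preservation, counts were also simulated with 11 meningioma libraries shifted and 2 like the controls, in 20 draws with the called genes shifted, 30 with every tested gene shifted and 210 with 5% to 100% of the tested genes shifted. DESeq2 gave no adjusted p for 35 genes, among them THBS1 and CILP2.

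By a rule set before the data were examined, genes named in the text come from those that the paper names and that have an identifier, and not all of them are reported. That rule also covered the 5 genes with the smallest p in each direction outside the S2 and S3 Tables that have a symbol, and none had one. Depth per library was 2138741 to 7358925 fragments, and a group with at most 3 fragments in every library was treated as a lower limit. Principal components and distances used numpy 2.4.6 and scipy 1.17.1 in Python 3.11.15. Of the lists of cell types and states, only the endothelial, mural and immediate-early lists had members with an identifier, and these members had been picked by the study from these libraries, so set tests with camera and fry were not run. Co-variation of list members between meningioma libraries was compared with 10000 random sets of other listed genes. On simulated libraries, 100 of 100 sets with a shared factor and 2 of 100 unrelated sets stood above nearly all random sets.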

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

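The tests of preservation below were chosen after the result was seen.

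Outside the S2 and S3 Tables, 606 genes had an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the paper does not report on them. Of these, 173 were higher and 433 were lower in the meningiomas, where the control libraries give the level for comparison. In 118 of the higher and 299 of the lower genes, all 13 meningioma libraries lay beyond all 3 controls. Chance gives 0.357% for genes that were not chosen for a difference, but these were. The identifiers were not paired with symbols here. Among the genes with the smallest p in each direction, ENSCAFG00000005217 was higher (9.17 ± 2.97 against 1.75 ± 0.75 FPKM, SD, n = 13 and 3; log2 fold change 2.38, adjusted p = 1.67e-03) and ENSCAFG00000013756 was lower (2.98 ± 1.57 against 41.8 ± 11.0 FPKM; log2 fold change -3.79, adjusted p = 4.75e-06). ENSCAFG00000013396, whose adjusted p of 1.57e-06 was the smallest of the lower genes, had at most 2 fragments in any meningioma library and 0 in 12 of them, against 158.8 ± 138.7 FPKM (SD, n = 3) in the controls, which makes it at least 52.0-fold lower. These genes were singled out after their values were seen.

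The tables argue against chance placement of libraries and against a trend on gene length as sources of the 697 genes as a whole. Splits of the libraries cannot exclude a technical factor that coincides with the groups. Of 100 splits of the 16 libraries into 13 and 3, drawn from 560, 1 gave as many genes, the real one, and the next gave 135. With the trend on gene length removed there were 709 genes, 136 higher and 573 lower, and 645 of the 697 were among them. Total fragments were not found to differ between the groups (exact two-sided permutation test, p = 0.984), which with 3 controls does not show that they were equal.

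Preservation differs between the groups, since the controls were frozen and the paper states that 11 of the 13 meningiomas were formalin-fixed. In 244 of the 697 genes, 235 lower and 9 higher, all 13 meningioma libraries were 2-fold or more from the control mean. These libraries include the 2 frozen ones. In 92 of the 244 genes, a control library was itself that far from the mean of the other controls. In 285 of the other 453 genes all 13 lay beyond all controls, and in the remaining 168 at least 1 did not. Testing favours genes whose frozen libraries happen to lie far from the controls, so counts were simulated with genes shifted in 11 meningioma libraries and 2 like the controls, in 3 rounds, each chosen after the one before. With the 697 genes shifted, edgeR called 1 to 29 genes in 20 draws, and 53.8% to 100% of these were 2-fold away in all 13 libraries, so a share decides nothing. In 30 draws every tested gene was shifted by 1 to 3 on the log2 scale. These gave up to 396 genes 2-fold away in all 13 libraries, but with 6409 genes called in that draw. They gave up to 1117 other genes beyond all controls, but with 10931 called. Of the draws with at least 244 genes 2-fold away, the one with the fewest called genes had 273, with 2281 called. The last round varied the share of shifted genes from 5% to 100% in 210 draws, of which 35 had a number of called genes within 1.5 times of 697.

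In these 35 draws, 7 to 100 genes were 2-fold away in all 13 libraries, against the 244. The draws of that round with as many as 244 called at least 3040 genes, and those of the round before at least 2281. Under these simulations, preservation alone does not account for the 244 genes as a set, though it stays open for single genes among them. The 35 draws gave 67 to 455 other genes beyond all controls, which includes the 285. For the other 453 genes, preservation and tumor were not told apart here either. The deposited table does not name the frozen libraries, and libraries were not paired with samples by their values. Chance placements of 2 libraries give as many such genes.

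The number of genes also depends on the controls, with 169 genes without control library 2, 245 without control library 0 and 350 without control library 1. Low counts were tested as a source of the genes outside the 2 tables. Their mean fragments per library had a median of 87.6, under the lower quartile of 156.2 of the listed genes, as genes with few fragments would show. In 226 of them, 136 higher and 90 lower, the mean was at or above that quartile. Differences between tumor and normal tissue, between dogs and in cell types stay open, and were not tested gene by gene.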

How the results depend on the processing

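The number of genes with an adjusted p under 0.05 was 697, 188 higher and 509 lower in the meningiomas. With DESeq2 it was 1364 (662 higher, 702 lower), with limma on log2(FPKM + 1) of all genes 1115 (899 lower), with at least 10 fragments in every library 442 (314 lower), where fewer genes were tested, and against a fold of 2 it was 116 (2 higher, 114 lower), a stricter hypothesis. The cause of the difference with DESeq2 was not tested, but on simulated counts it called 49 unchanged genes and edgeR 8. Under the other size factors, no filter, limma with a filter, the robust fit and the removal of the length trend the number lay between 646 and 928. With 1 meningioma library left out it ran from 566 to 931, with 135 to 316 higher and 431 to 615 lower genes, the highest values being those without meningioma library 6. With 1 control left out it ran from 169 (without control library 2) and 245 (without control library 0) to 350 (without control library 1), with 12 to 43 higher and 157 to 307 lower genes, so with 3 controls the count rests on each of them. The share of higher genes was 27.0%, 48.5% with DESeq2, 1.7% against a fold of 2, and 15.1%, 12.3% and 7.1% without control library 0, 1 and 2.

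Of the identifiers of the S2 Table, 15 had an adjusted p under 0.05, 38 with DESeq2 and 1 against a fold of 2, and 2 to 4 without a control and 13 to 21 without a meningioma library. Of those of the S3 Table, 76 did, 37 against a fold of 2, and 45 to 66 without a control and 71 to 80 without a meningioma library. Of the 12 qPCR genes, 9 did, 3 against a fold of 2, and 3 to 5 without a control and 8 to 10 without a meningioma library. The direction of all listed genes that were tested was kept under every alternative. Of 1001 results of 36 single genes under an alternative, 948 kept their direction and their side of the threshold, 44 became weaker and 9 stronger, and 0 reversed. Of the weaker ones, 25 came from leaving out a control.

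The median of the mural genes was -3.26 and was -2.71 with limma on log2(FPKM + 1), with or without a filter, where the added 1 shrinks the change of genes with low FPKM. With 1 control left out it ran from -3.62 to -2.77. The median of the cell adhesion genes was -3.01, and with 1 control left out it ran from -3.30 to -2.11. Among the fits with 1 control left out, both came nearest to 0 without control library 0. The share of variance of component 1 was 16.2% and that of component 2 was 13.8%. With the libraries as the variables they were 84.3% and 2.5%, since genes were not centred. With log2(FPKM) of genes above 0 in every library they were 46.6% and 9.4%. Of those 13257 genes, 6 have a value under 0.001, and the lowest FPKM above 0 in the table is 6.72e-103. The p of the distance between controls stayed under 0.05 under all alternatives that give one, from 0.00179 to 0.0476. The clustering placed 0 meningioma libraries with the controls under both alternatives.

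No paired analysis was possible because the dogs with the same number are unrelated and the libraries were not matched to samples. For the latter reason the fit with the replicate block, those of frozen or of formalin-fixed meningiomas alone, and the test of grade were not run. Windows around the genes on chromosome 2 were not run, since identifiers were not paired with positions.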

Differences from the paper's values

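The paper reports 125 genes with q under 0.05, 42 higher and 83 lower in the meningiomas, and edgeR gave 697, 188 and 509. Of the alternatives set before the data were examined, the test against a fold of 2 gave 116 genes in all and 114 lower genes, which come within 1.5 times of the paper's, but 2 higher genes. Without control library 2 there were 169 genes in all, and without control library 0 or 1 there were 37 or 43 higher genes. The other alternatives left each of the 3 numbers more than 1.5 times from the paper's.

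Component 1 held 16.2% of the variance against the paper's 75%, component 2 held 13.8% against the paper's 4.3%, and component 3 held 11.6% against the paper's 3.4%. With the libraries as the variables the shares were 84.3%, 2.5% and 2.1%, and the first of these came within 1.5 times of the paper's. None of the alternatives set before the data were examined closed the gap for components 2 and 3.

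The paper's text gives the fall of ALPL as 4.7 fold, and the S3 Table gives 4.7 on the log2 scale. Here the log2 fold change was -4.73, which is 26.6-fold on the linear scale. The paper states that SYNPO2 increased in a number of meningiomas together with FOSB. SYNPO2 is in the paper's table of underexpressed genes, and its log2 fold change here was -3.27. The paper describes the qPCR results of the 9 genes it calls consistent as significant, and its S4 Table gives p of 0.069 for FRZB, 0.056 for PDGFRL and 0.14 for PERP, which are the paper's values. The paper places the underexpressed genes on chromosome 2 in the same region, and in UU_Cfam_GSD_1.0 there were 146 protein-coding genes between ALPL and TINAGL1 and 320 between ALPL and PIK3R1.

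Of the 124 listed identifiers, 33 did not have an adjusted p under 0.05 here. DESeq2 called 27 of these, limma on log2(FPKM + 1) called 6, the fit without meningioma library 6 called 10, and each of the other settings called between 0 and 4. The log2 fold changes had the paper's sign in all 125 entries, with a median difference of 0.03 and a largest difference of 0.35, for FMN2. The log2 ratio of the group means of FPKM, an alternative chosen after seeing the data, was within 0.1 of the paper's value in 125 of 125 entries.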

Other observations

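The tests of the components, of the spread between libraries, of the frozen samples in the S4 Table, of the endothelial with the mural genes, of splits of its meningiomas and of chromosome 2 were chosen after the results were seen. The tests of co-variation within a list and of amplicon length were chosen before.

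Of 26 immediate-early genes in a list set beforehand, 7 have an identifier (FOS, FOSB, EGR1, NR4A1, ZFP36, GEM and MYC), all from the S2 Table, and their median log2 fold change was 3.13. Over the 13 meningioma libraries they rose and fell together, with a median pairwise Spearman correlation of 0.52, against 0.09 in random sets of as many other overexpressed genes. That is at the 100th percentile of 10000 sets. A candidate explanation is a shared response to surgery, ischaemia or handling before fixation, which would show such co-variation. A program of the tumors that varies between dogs would show it too, and stays open. In 6 of these 7 genes the adjusted p from edgeR was not under 0.05.

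Of 20 endothelial genes in a list set beforehand, 8 have an identifier (ESAM, PECAM1, TIE1, TEK, FLT1, EMCN, PLVAP and MMRN2), all from the S3 Table, and all 8 were lower, with a median log2 fold change of -2.86. They also varied together over the meningioma libraries, with a median correlation of 0.65 against 0.15 in random sets of other underexpressed genes, at the 100th percentile of 10000 sets. The most abundant of them in the controls, PECAM1 and PLVAP, had 172.7 and 109.2 FPKM there and 26.2 and 24.4 FPKM in the meningiomas. This is consistent with a lower share of blood vessels in the meningioma libraries, and the study's control meninges may have held more vessels. The 4 mural genes with an identifier (ACTA2, listed as ACTC, MYH11, NOTCH3 and SYNPO2) were lower too, with a median of -3.26, but did not vary together more than random sets (0.10, at the 38.4th percentile). The median correlation of the endothelial with the mural genes was 0.38, against 0.26 of the endothelial genes with random sets of as many other underexpressed genes, at the 83.2th percentile, which does not decide whether both follow 1 share of vessels. A change within the vessels was not tested. The proliferation, neuron and glia, leukocyte, leptomeningeal fibroblast and haemoglobin lists had 0 members with an identifier.

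Fewer overexpressed than underexpressed genes of the study had an adjusted p under 0.05, at like sizes of change. The SD between meningioma libraries was larger in the overexpressed genes, by 0.38 in the median on the log2 scale (permutation test across genes, which are not independent, p = 2.70e-04). A larger spread between tumors may be why edgeR called fewer of them.

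With libraries as the variables, the gene scores on the first component had a Pearson correlation of 0.999962 with the mean log2(FPKM + 1) of each gene, across genes. A first component as large as that of Fig 1 may therefore reflect the overall level of each gene rather than differences between libraries.

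In the S4 Table, whose values are the paper's, both frozen meningiomas P7 and P12 lay beyond all controls, and 2-fold or more from their mean, in the direction of the group for 9 of the 12 genes. These genes were chosen among those called between the groups. In the 35 draws simulated with preservation alone that had about as many called genes, 2.3% to 60.0% of the called genes at least as changed as these had both libraries that were like the controls this far away. The highest share gives 9 of 12 genes with a binomial p of 0.225, so the number of genes alone decides nothing. The size of the changes was tested next. Per gene, the frozen meningioma nearer to the control mean differed from it by a median of 2.28 on the log2 scale in the direction of the group, from -0.56 for BMPER to 4.59 for FRZB. In each of the 35 draws, at most 0.19% of 10000 random sets of 12 such genes had a median as large. The simulated genes were drawn independently and matched to the 12 only on a smallest change. The draws therefore do not decide whether preservation alone accounts for the 12 genes as a set. P7, P12 and the controls were all frozen, so in the 9 genes the direction of the group was also seen within frozen tissue, in 2 meningiomas. Preservation stays open for BMPER, PAMR1 and ZC2HC1C, where the nearer frozen meningioma did not differ in the direction of the group (-0.56, -0.54 and -0.12). For each of these genes the other frozen meningioma lay beyond all controls in that direction, which is only 1 sample per gene. The median of qPCR minus RNAseq on the log2 scale was -0.05 in P7 and 0.00 in P12, and in the 9 formalin-fixed meningiomas it averaged 1.04 ± 1.29 (SD), from -1.66 in P10 to 2.66 in P11. The difference between the 2 groups was not beyond chance, since 14 of the 55 splits gave one as large (exact two-sided permutation test, p = 0.255). A loss of the longer reference amplicons (85 to 103 bp, against 45 to 74 bp for the targets) in fragmented RNA was tested across the 12 genes. The correlation of the median difference with amplicon length was -0.34 (Spearman, permutation test, p = 0.273), which does not decide it.

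The 5 lower genes that the paper names on chromosome 2 had log2 fold changes of -2.05 or below. ARAP3, also in the S3 Table and on that chromosome in UU_Cfam_GSD_1.0, had -2.21. Loss of 1 of 2 copies with expression following copy number would give at most -1, so that loss alone was excluded as the whole cause. PDPN, on the same chromosome in UU_Cfam_GSD_1.0, was higher by 2.45.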
